# Mitofusin 1 is required for female fertility and to maintain ovarian follicular reserve

**DOI:** 10.1038/s41419-019-1799-3

**Published:** 2019-07-22

**Authors:** Man Zhang, Muhammed Burak Bener, Zongliang Jiang, Tianren Wang, Ecem Esencan, Richard Scott III, Tamas Horvath, Emre Seli

**Keywords:** Cell proliferation, Oogenesis

## Abstract

Mitochondria are dynamic organelles that continually adapt their structure through fusion and fission in response to changes in their bioenergetic environment. Targeted deletion of mitochondrial fusion protein mitofusin1 (MFN1) in oocytes resulted in female infertility associated with failure to achieve oocyte maturation. Oocyte-granulosa cell communication was impaired, and cadherins and connexins were downregulated, resulting in follicle developmental arrest at the secondary follicle stage. Deletion of MFN1 in oocytes resulted in mitochondrial dysfunction and altered mitochondrial dynamics, as well as accumulation of ceramide, which contributed to increased apoptosis and a reproductive phenotype that was partially rescued by treatment with ceramide synthesis inhibitor myriocin. Absence of MFN1 and resulting apoptotic cell loss also caused depletion of ovarian follicular reserve, and a phenotype consistent with accelerated female reproductive aging.

## Introduction

Mitochondria have the ability to adapt their shapes through fusion and fission (collectively termed mitochondrial dynamics) in response to changes in their metabolic milieu^1^. Mitochondrial dynamics are essential for mitochondrial energy metabolism and stress response^2^, and seem to play a key role during oocyte and pre-implantation embryo development, as mitochondria become more elongated^3^, with higher number of cristae and lower density matrix^4^.

Fusion is a mechanism that allows one mitochondrion to compensate for a functional defect in another by sharing transfer RNAs, ribosomal RNAs, and proteins^5^, while fission may occur when mitochondria are damaged, accumulate deleterious components, or are subjected to high levels of cellular stress. Fusion is mediated by mitofusin 1 (MFN1) and mitofusin 2 (MFN2) in the outer mitochondrial membrane and by optic atrophy 1 (OPA1) in the inner mitochondrial membrane^6^. A number of proteins have been implicated in controlling mitochondrial fission, including dynamin-related protein 1 (DRP1)^7^.

The fundamental necessity for mitochondrial fusion and fission processes in the maintenance of cellular homeostasis has been demonstrated in a number of cell types, including fibroblasts, epithelial cells, and neurons^8–11^, and confirmed by embryonic lethal phenotype of *Drp1*, *Opa1*, *Mfn1*, and *Mfn2* mouse knockout models^12–14^. Recent studies also suggest an important role for mitochondrial dynamics in female reproduction. siRNA-mediated knockdown of mitochondrial fusion gene *Mfn2* in immature oocytes results in a decline in oocyte maturation^15^, while oocyte-specific knockout of mitochondrial fission factor *Drp1* results in defective follicular maturation and female infertility^16^.

In this study, we aimed to investigate the role of MFN1 in female fertility and ovarian function. We found that oocyte-specific targeted deletion of *Mfn1* causes infertility with defective follicle development and lack of oocyte maturation. These defects were associated with impaired mitochondrial function and dynamics, and accumulation of ceramide in oocytes; reproductive phenotype could partially be rescued with ceramide synthesis inhibitor myriocin. Importantly, in the absence of MFN1, follicular depletion was accelerated, consistent with a phenotype of diminished ovarian reserve.

## Results

### *Mfn1* is required for female fertility, oocyte maturation, and follicle development

Oocyte-specific *Mfn1* knockout (*Mfn1*^*−/−*^) mice were generated by crossing floxed *Mfn1* mice to transgenic mice expressing *ZP3-Cre*^17,18^, resulting in the loss of *Mfn1* mRNA expression in the oocyte, but not in granulosa cells (Fig. S1A). Mature (8-week-old) *Mfn1*-deficient female mice were viable, however, their ovaries were significantly smaller in size (1.65 ± 0.08 vs. 4.8 ± 0.75 μm^2^, *p* *<* 0.05) and weight (2.017 ± 0.1352 vs. 3.667 ± 0.1856 mg, *p* *<* 0.01) compared to WT (*n* = 3–6 for each genotype) (Fig. S1B, S1C and S1D).

To evaluate the fertility of *Mfn1*^*−/−*^ mice, we conducted a continuous mating study using sexually mature female mice (8-week-old, *n* = 7 for each genotype) and WT male mice (12-week-old) of proven fertility. After 12 weeks of mating, there were no pregnancies or deliveries in *Mfn1*^*−/−*^ mice, while WT female mice produced an average of 7 pups per mating (0 vs. 6.947 ± 0.429, *p* *<* 0.001) (Fig. 1a); both genotypes exhibited normal sexual behavior (assessed by the presence of a vaginal plug). In addition, *Mfn1*^*−/−*^ mice failed to produce mature (MII) oocytes (0 vs. 26.67 ± 1.202, *p* *<* 0.001) (Fig. 1b).

**Fig. 1:**
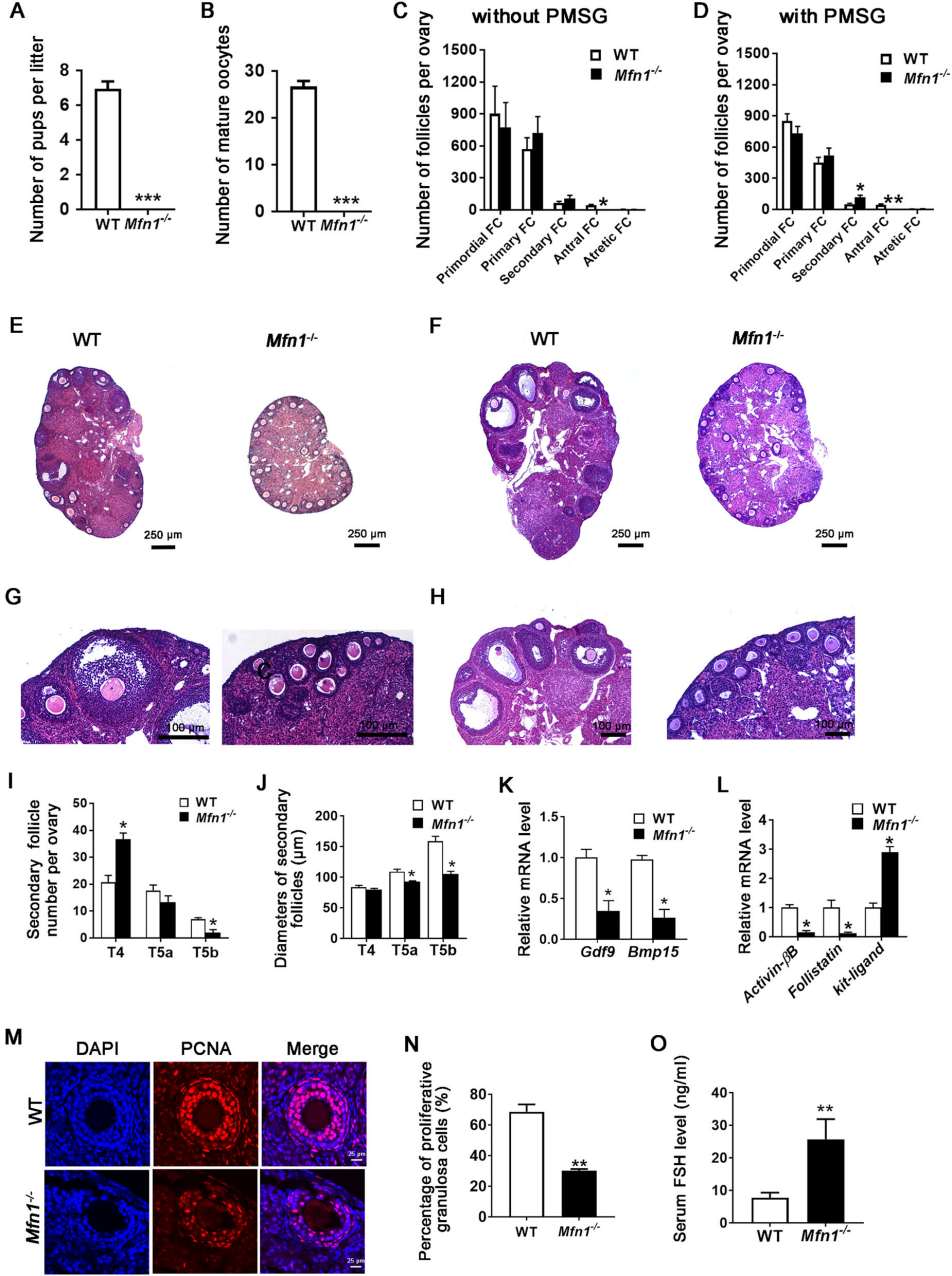
*Mfn1*^*−/−*^ mice are infertile, with defective oocyte and follicular maturation. **a** Fertility of *Mfn1*^*−/−*^ and WT female mice (8-week-old) was assessed by mating with WT males of proven fertility (male/female; 1:2) for 12 weeks. The average number of delivered pups per litter per mouse was recorded. Data presented as mean ± SEM. *N* = 7 for each genotype; ***p < 0.001 vs. WT using *t*-test. **b** *Mfn1*^*−/−*^ and WT female mice (8-week-old) were superovulated by PMSG and hCG, and the number of mature (MII) oocytes collected from oviducts was counted. Data represent mean ± SEM. *N* = 6 for each genotype; ***p < 0.001 vs. WT using *t*-test. **c** and **d** Ovaries from *Mfn1*^*−/−*^ and WT mice (8-week-old) primed with PMSG (**d**) or unprimed (**c**) were fixed, embedded, sectioned, and stained with hematoxylin and eosin. Follicle counts using 3 mice ovaries for each genotype were performed. No antral follicles were found in *Mfn1*^*−/−*^ ovaries, with or without PMSG stimulation. **e**, **f**, **g** and **h** Representative micrographs ovarian sections from *Mfn1*^*−/−*^ and WT mice (8-week-old) with (**f** and **h**) or without (**e** and **g**) PMSG stimulation. **i** The number of secondary follicle subtypes per ovary was quantified as described in Materials and Methods section (*n* = 4 mice per genotype). **j** The diameters of secondary follicle subtypes per ovary were measured (*n* = 4 mice per genotype). **k** Secondary follicle-enclosed oocytes and granulosa cells were collected from *Mfn1*^*−/−*^ and WT ovaries. qRT-PCR was performed to determine *Gdf9* and *Bmp15* mRNA expression in *Mfn1*^*−/−*^ and WT oocytes. **l** qRT-PCR analysis of *ActivinβB, Follistatin*, and *kit-ligand* in *Mfn1*^*−/−*^ and WT granulosa cells was performed. **m**, **n** PCNA immunofluorescence assays and the quantification of PCNA-positive granulosa cells in *Mfn1*^*−/−*^ and WT ovaries are shown. **o** Serum FSH levels in sera of *Mfn1*^*−/−*^ and WT mice (*n* = 7–11 per genotype). Data presented as mean ± SEM. *p < 0.05, **p *<* 0.01 vs. WT using *t*-test. T4: follicles with two layers of cuboidal granulosa cells, T5a: follicles with three layers of granulosa cells, T5b: follicles with many layers of granulosa cells but no antrum. Data represent mean ± SEM. *p < 0.05 vs. WT using *t*-test

Assessment of serial ovarian sections revealed that *Mfn1*^*−/−*^ and WT mice ovaries had similar number of primordial, primary, secondary, and atretic follicles. However, no antral follicles were found in *Mfn1*^*−/−*^ ovaries (Fig. 1c, e and g). Arrested follicular development was also observed in the ovaries of *Mfn1*^*−/−*^ mice primed with PMSG (Fig. 1d, f and h).

### *Mfn1* depletion in oocytes inhibits ovarian secondary follicle growth

To determine the specific stage where the secondary follicle development is blocked in *Mfn1*^*−/−*^ mice, we quantified type 4 follicles (with two layers of cuboidal granulosa cells), type 5a follicles (with three layers of granulosa cells), and type 5b follicles (with many layers of granulosa cells but no follicle fluid) in *Mfn1*^*−/−*^ and WT mice, as described by Pedersen and Peters^19^. *Mfn1*^*−/−*^ ovaries showed few type 5b secondary follicles, while they had significantly higher number of type 4 follicles (Fig. 1i and Fig. S1E). In addition, type 5a and 5b secondary follicles were significantly smaller in size in *Mfn1*^*−/−*^ ovaries (Fig. 1j), and there were fewer PCNA-positive (proliferating) granulosa cells in *Mfn1*^*−/−*^ mice secondary follicles compared to WT (30.07% ± 1.135 vs. 68.57% ± 4.88, *p* *<* 0.01) (Fig. 1m, n). These data indicate that MFN1 depletion in oocytes blocks the transition of secondary follicles from two layers to multiple layers of granulosa cells.

To characterize the factors contributing to abnormal follicular maturation in *Mfn1*^*−/−*^ mice, we assessed the expression of genes that mediate communication between oocytes and granulosa cells using qRT-PCR. The expression levels of oocyte-specific genes *Gdf9* and *Bmp15*, which regulate follicle development and stimulate granulosa cell proliferation, were significantly lower in *Mfn1*^*−/−*^ oocytes (Fig. 1k). Furthermore, the expression levels of *ActivinβB* and *Follistatin*, which are implicated in the regulation of granulosa cell proliferation and follicle growth were lower in granulosa cells of *Mfn1*^*−/−*^ mice compared to WT (Fig. 1l), whereas *kit-ligand* expression, which promotes oocyte growth, was significantly increased (Fig. 1l). Consistent with granulosa cell dysfunction, serum follicle stimulating hormone (FSH) levels were higher (25.68 ± 6.19 vs. 7.719 ± 1.59 ng/ml, *p* < 0.01) in *Mfn1*^*−/−*^ mice compared to WT (Fig. 1o).

### Mitochondrial function is impaired in *Mfn1*^*−/−*^ oocytes

Next, we assessed mitochondrial function in *Mfn1*^*−/−*^ mice oocytes compared to WT. As *Mfn1*^*−/−*^ ovaries were devoid of antral follicles, secondary follicle-enclosed oocytes were collected for analysis in both *Mfn1*^*−/−*^ and WT mice. *Mfn1*^*−/−*^ oocytes had lower ATP levels (0.61 ± 0.07 vs. 1.45 ± 0.17, *p* *<* 0.001) (Fig. 2a), lower expression of mRNAs coding for electron transport chain (ETC) complex II (*Sdhb*), IV (*Cox1*) and V (*Atp5a1*) proteins (Fig. 2c), and higher ROS levels (76.52 ± 3.25 vs. 47.86 ± 3.206 pixel intensity, *p* *<* 0.001) (Fig. 2d, e), compared to WT. These findings were consistent with mitochondrial dysfunction in *Mfn1*^*−/−*^ oocytes. We also found that *Mfn1*^*−/−*^ oocytes had dramatically lower mtDNA copy number compared to WT (13,398 ± 870.4 vs. 99,108 ± 15,060, *p* *<* 0.001) (Fig. 2b), and decreased expression of mitochondrial unfolded response (mtUPR) genes *Hspe1* and *Dnaja3* (Fig. 2f), suggesting a defect in mounting a stress response. Furthermore, increased mitochondrial clustering was observed in *Mfn1*^*−/−*^ secondary follicle-enclosed oocytes compared to the homogeneous distribution of mitochondria in WT (Fig. S8).

**Fig. 2:**
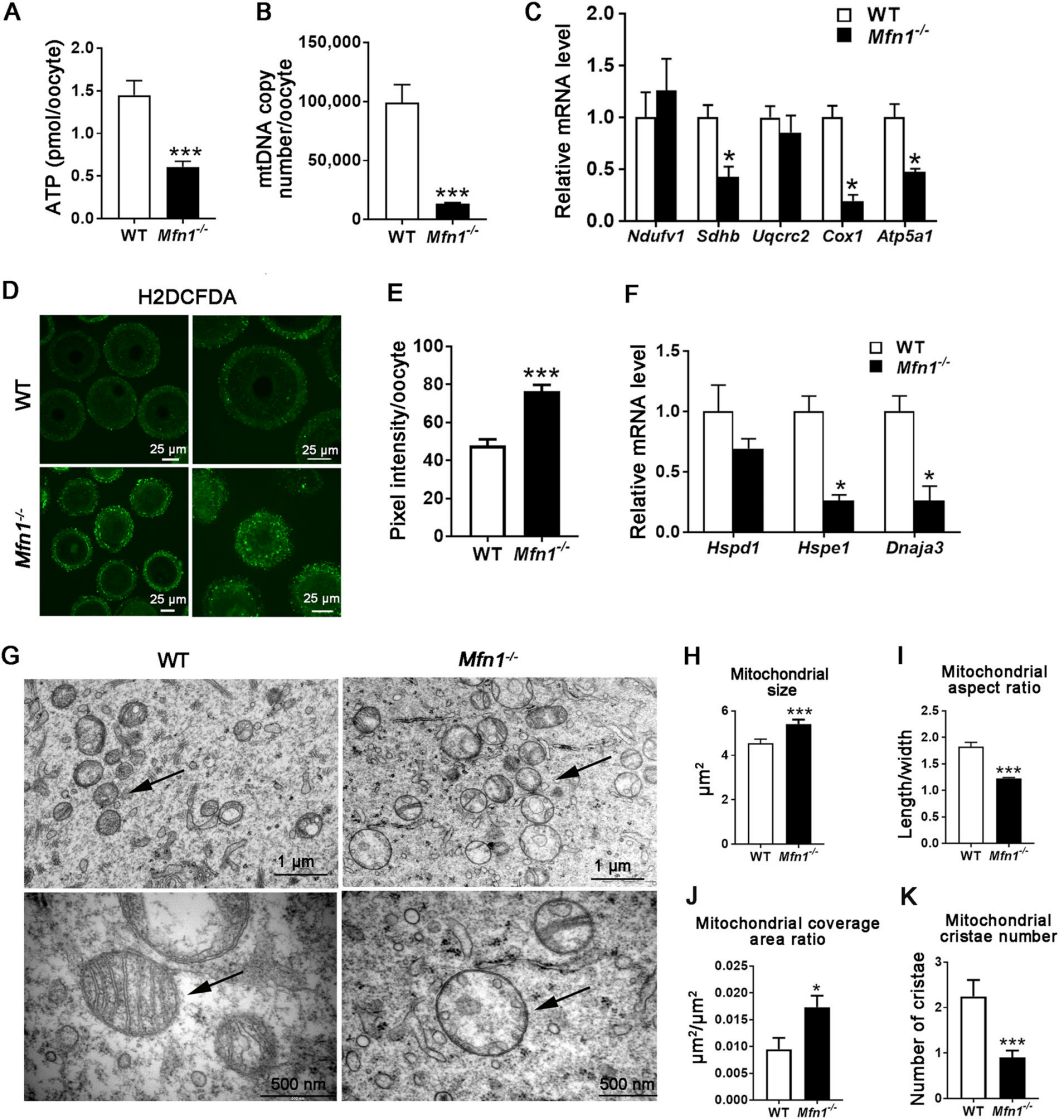
Mitochondrial function and dynamics are impaired in *Mfn1*^*−/−*^ oocytes. **a** ATP levels were measured in *Mfn1*^*−/−*^ and WT female mice (8-week-old). **b** mtDNA copy number was determined by qPCR in individual oocytes collected from *Mfn1*^*−/−*^ and WT mice. **c** Expression of electron transport chain genes was assessed using qRT-PCR in oocytes collected from *Mfn1*^*−/−*^ and WT mice. **d** ROS levels were measured in *Mfn1*^*−/−*^ and WT oocytes after treatment with H_2_O_2_. **e** Fluorescence intensity of Carboxy-H_2_DCFDA was used to measure ROS levels. **f** Expression of mitochondrial unfolded protein response (mtUPR) genes was assessed using qRT-PCR in oocytes collected from *Mfn1*^*−/−*^ and WT mice. **g** Representative electron microscopic photographs of oocytes from 8-week-old *Mfn1*^*−/−*^ and WT mice ovaries (*n* = 3 mice assessed in each group). Arrows show mitochondria. **h**–**k** Mitochondrial size (**h**), aspect ratio (mitochondrial length/ width) (**i**), coverage area ratio (mitochondrial area/cytoplasm area) (**j**), and number of mitochondrial cristae (**k**), in *Mfn1*^*−/−*^ oocytes compared to WT. Data presented as mean ± SEM. *p < 0.05, ***p < 0.001, vs. WT using *t*-test. ATP adenosine triphosphate, *Ndufv1* NADH dehydrogenase (ubiquinone) flavoprotein 1, *Sdhb* succinate dehydrogenase complex iron sulfur subunit B, *Uqcrc2* ubiquinol cytochrome c reductase core protein 2, *Cox1* cytochrome c oxidase subunit I, *Atp5a1* ATP synthase, H + transporting, mitochondrial F1 complex, alpha subunit 1

Electron microscopy (EM) analysis showed that mitochondria in *Mfn1*^*−/−*^ oocytes were larger in size (5.409 ± 0.1975 vs. 4.538 ± 0.1941 μm^2^, *p* *<* 0.001), had increased mitochondrial coverage area (0.0173 ± 0.0022 vs. 0.0095 ± 0.0021 μm^2^/ μm^2^, *p* *<* 0.05), and a smaller aspect ratio (length/width) (1.226 ± 0.015 vs. 1.824 ± 0.081, *p* *<* 0.001) with a more rounded contour (Fig. 2g-j). Additional abnormalities in the mitochondrial internal structure including decreased number of cristae (0.90 ± 0.15 vs. 2.24 ± 0.36, *p* *<* 0.001) and formation of inner membrane vesicles were also observed in *Mfn1*^*−/−*^ oocytes (Fig. 2g, k). Collectively these data suggest that mitochondrial function and dynamics are severely impaired in *Mfn1*^*−/−*^ oocytes.

### Gene expression is altered in *Mfn1*^*−/−*^ oocytes

To identify the genes and pathways affected by absence of MFN1 in oocytes, we adopted an unbiased approach with comprehensive genome-wide transcriptomic analysis. 

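RNA sequencing was carried out on secondary follicle-enclosed oocytes from 8-week-old WT mice and from mice whose oocytes lack *Mfn1*. Each library was made from 5 pooled oocytes, and the poly(A) RNA was amplified as cDNA with the Smart-Seq2 protocol before library construction. There were 4 WT and 3 *Mfn1*-/- libraries, while the paper reports n = 3 for each genotype. The authors trimmed and quality-filtered the reads, aligned them to the mouse genome GRCm38/mm10 with STAR, counted them on genes and compared the genotypes. The values used here come from the authors' deposited table of 22877 genes. For each gene it gives 1 mean of normalized counts per genotype, the sum over all libraries, the ratio and the signed fold change of the means, a p-value and its step-up FDR. Values of single libraries were not used here, so no spread between replicates and no depth per library can be given, and the p-values are the authors' own. The sum over libraries equaled 3 times the *Mfn1*-/- mean plus 4 times the WT mean, within 1%, in 100% of the genes, so all 7 libraries enter the comparison. With 3 libraries of each genotype this held for 0.223% of the genes. The FDR was computed again from the deposited p-values with the Benjamini-Hochberg method over the 22877 genes and was within 1% of the deposited FDR in 100% of them. The paper's text does not name the scale of the normalized counts. The means sum to 142576 in *Mfn1*-/- and 130160 in WT oocytes. The lowest mean in the authors' deposited table is 0.01, which 937 genes have in *Mfn1*-/- and 922 in WT oocytes, and a ratio against that value is a lower bound. Log2 fold changes were computed here from the genotype means after adding a pseudocount of 0.1, which understates the change of genes with low means. Over the 6226 genes with a mean of at least 1 across the libraries, the median log2 fold change was 0.16, so most expressed genes lie slightly above 0. *Mfn1* itself lies on chromosome 3 of GRCm38 from 32529465 to 32579239 (GENCODE M21). Its mean in the authors' deposited table was 0.0577 normalized counts in *Mfn1*-/- and 0.616 in WT oocytes, with a p-value of 1.04e-06 and an FDR of 0.00204. The log2 fold change was -2.18, and it was -3.21 with a pseudocount of 0.01 and -0.61 with a pseudocount of 1.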

Hierarchal clustering of the differentially expressed genes partitioned into two distinct clusters to separate *Mfn1*^*−/−*^ and WT oocytes (Fig. 3a), suggesting high reproducibility of the sequencing data. A total of 982 genes were significantly differentially expressed (*p* *<* 0.05) in *Mfn1*^*−/−*^ oocytes compared to WT, with 654 upregulated and 328 downregulated genes (Fig. 3b). 

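An FDR under 0.05 and a fold change over 2, which the paper's methods name, were applied to the 22877 genes with the log2 fold changes computed with a pseudocount of 0.1. The minimum number of reads that the methods also name was not applied, since reads per gene were not used here. Both thresholds were passed by 818 genes, of which 497 were higher and 321 lower in *Mfn1*-/- oocytes. On the ratio of means as given in the authors' deposited table, 1344 genes pass both thresholds, 795 higher and 549 lower. The 982 genes of the paper's Table S2 were all found among these 1344, each with the same direction and the same means. Of the 982, 577 were also among the 818. The remaining 362 of the 1344 genes are not listed in Table S2, and 0 of them are protein-coding in GENCODE M21, against 968 of the 982. Under the alternatives the count ran from 244 genes with a pseudocount of 1 to 2376 with no fold-change threshold. The median mean of the 818 genes was 0.879 normalized counts. Of the 1344 genes in the authors' deposited table, 339 had a mean under 0.1, and 121 had 1 genotype at the lowest mean of 0.01. When the median log2 fold change of expressed genes was subtracted from every gene, a step chosen after the data were seen, 380 genes were higher and 436 lower. With a pseudocount of 0.1 the largest rise was that of *Fgf21* (chromosome 7, 45613886 to 45615490), with means of 18.6 in *Mfn1*-/- and 0.113 in WT oocytes in the authors' deposited table and a log2 fold change of 6.46. It was followed by *Ptgds* (6.10), *Usp17lb* (4.75), *Herpud1* (4.60) and *Krtap4-13*, whose log2 fold change of 4.34 is a lower bound because its WT mean is the lowest in the table. The order depends on the pseudocount. By the ratio in the authors' deposited table *Krtap4-13* (213) exceeds *Fgf21* (165), and with a pseudocount of 1 *Ptgds* (4.26) exceeds *Fgf21* (4.14). The largest falls with a pseudocount of 0.1 were those of the pseudogenes *Gm11410* (-3.42) and *Gm28438* (-3.27), *Krt12* (-2.97), and the pseudogenes *Gm10925* (-2.89) and *Gm17994* (-2.84), of which *Gm17994* has the lowest ratio, 0.0864, in the authors' deposited table. *Gm11410*, *Gm28438* and *Gm10925* are nuclear copies of mitochondrial genes, with 92.9%, 99.7% and 100% identity to them. Their values may therefore include reads of the mitochondrial transcripts, least surely for *Gm11410*, and no reads were compared here.

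**Figure D1:**
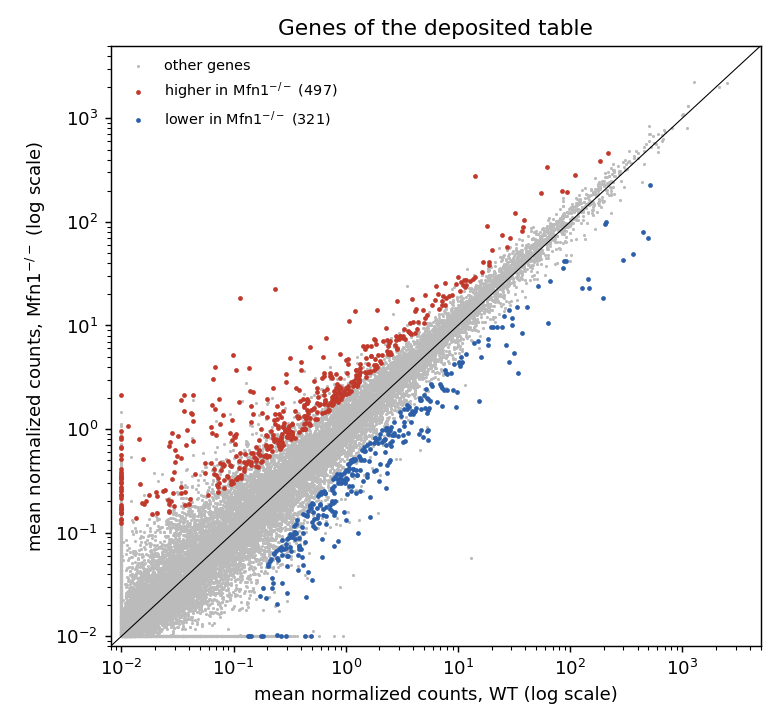
Mean normalized counts of each gene in WT (horizontal axis) and *Mfn1*-/- oocytes (vertical axis), both on log scales, with the diagonal marking equal means. The 497 genes called higher (red) and the 321 called lower (blue) extend down to means near 0.01, where values pile up at the lowest mean of the table.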

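Among the 16 genes that Fig. 3d assigns to death receptor signaling, all 16 had a higher mean in *Mfn1*-/- oocytes, and 8 passed both thresholds with a pseudocount of 0.1. Among the 12 genes of Fig. 3e, 3 were higher and 9 lower, and 6 passed. A list of 18 ceramide synthesis genes was fixed before the deposited values were examined, covering serine palmitoyltransferase, ceramide synthases, desaturases and sphingomyelinases. The paper had already named this pathway from the same libraries, so the tests of this list are no independent check of it. Of the 16 that have a row in the table, 7 were higher and 9 lower, and 3 passed the thresholds. This share of 18.8% compares with 3.57% of the other 22861 genes (one-sided Fisher's exact test, p = 0.018). By the ratio in the authors' deposited table, 5 of the 16 passed, against 5.86% of the other genes (one-sided Fisher's exact test, p = 0.00176). With a pseudocount of 1, 0 of the 16 passed. After the median of expressed genes was subtracted, or after an adjustment for GC content, both chosen after the data were seen, 2 passed and both were lower. The genes of Fig. 3d and 3e were drawn because they changed in these libraries, so their share was not tested, and the gene lists of the authors' pathway software were not used here.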

Pathway analysis of regulated genes indicated significant over-representation of elements involved in regulation of adherens junction signaling, death receptor signaling, and ceramide biosynthesis (Fig. 3c).

**Fig. 3:**
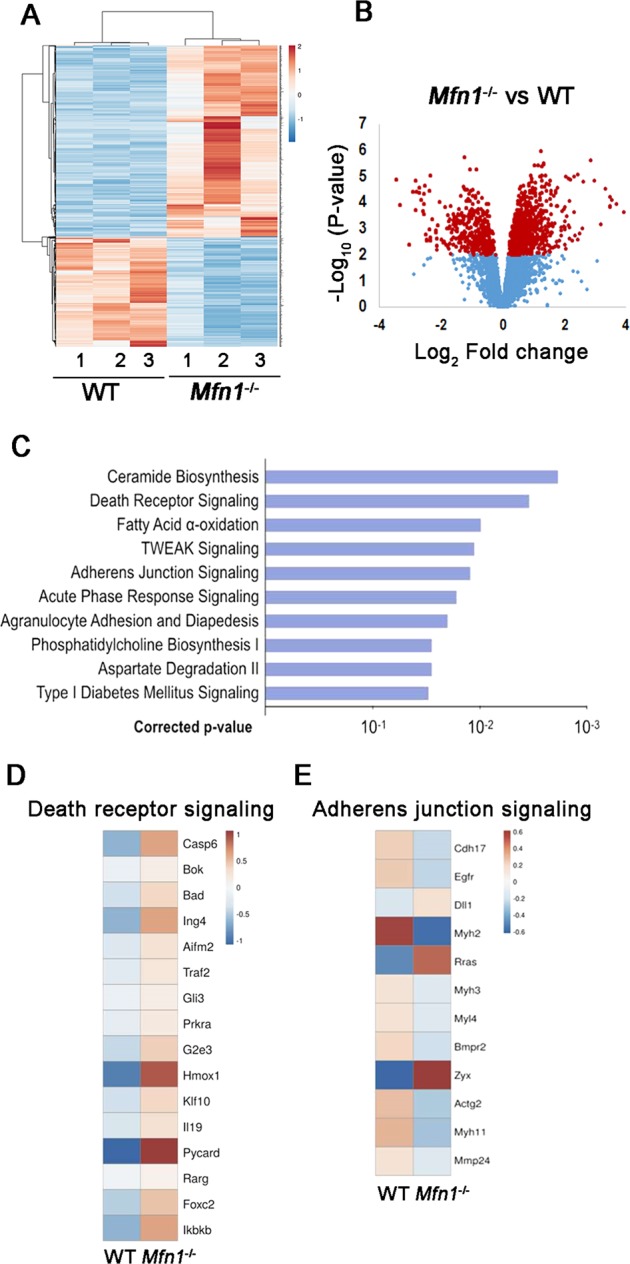
Gene expression is altered in *Mfn1*^*−/−*^ oocytes. **a** Heatmap illustration showing differentially expressed genes in *Mfn1*^*−/−*^ and WT secondary follicle-enclosed oocytes from 8-week-old mice. The color spectrum ranging from red to blue indicates normalized levels of gene expression from high to low. **b** Volcano plots for RNA-seq comparing *Mfn1*^*−/−*^ and WT oocytes. Red spot represents –log10 (*p*-value) ≥2; blue spot represents the –log10 (*p*-value) <2. **c** Pathway enrichment analysis in *Mfn1*^*−/−*^ oocytes compared to WT. **d**, **e** Heatmap illustration showing differentially expressed genes involved in death receptor signaling and adherens junction signaling in *Mfn1*^*−/−*^ oocytes compared to WT. The color spectrum ranging from red to blue indicates normalized levels of gene expression from high to low

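The mean log2 fold change of the 16 death receptor signaling genes of Fig. 3d was 1.34 and their median 1.01. The median of 10000 random gene lists of the same size and matched on mean expression was 0.061, and 0 of the 10000 lists had a median as high, which describes the direction of a list chosen for its change. *Pycard* had the largest difference, with a ratio of 55.5 in the authors' deposited table. With a pseudocount of 0.1 it was followed by *Hmox1* (log2 fold change 2.81), *Foxc2* (1.91), *Casp6* and *Il19* (1.52), while by the ratio in the authors' deposited table *Il19* (10.5) and *Bok* (4.09) came before *Casp6* (3.96). *Pycard*, *Bad*, *Gli3* and *Aifm2* overlap genes on the opposite strand and *Ing4* a gene on the same strand, and the paper does not name the strand setting of the counting. *Bad* (chromosome 19, 6941861 to 6951899) had means of 0.964 in *Mfn1*-/- and 0.476 in WT oocytes, a ratio of 2.02 and an FDR of 0.0288 in the authors' deposited table. Its log2 fold change of 0.89 with a pseudocount of 0.1 fell short of a 2-fold change. *G2e3* (chromosome 12, 51348061 to 51376986) had means of 0.928 and 0.31, a ratio of 2.99 and an FDR of 0.0074 in the authors' deposited table, and a log2 fold change of 1.33. *Rarg*, the gene with the lowest mean, had 0.0386 and 0.0135 normalized counts in the authors' deposited table and a log2 fold change of 0.29, which turned to -0.02 after an adjustment for GC content that was chosen after the data were seen.

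**Figure D2:**
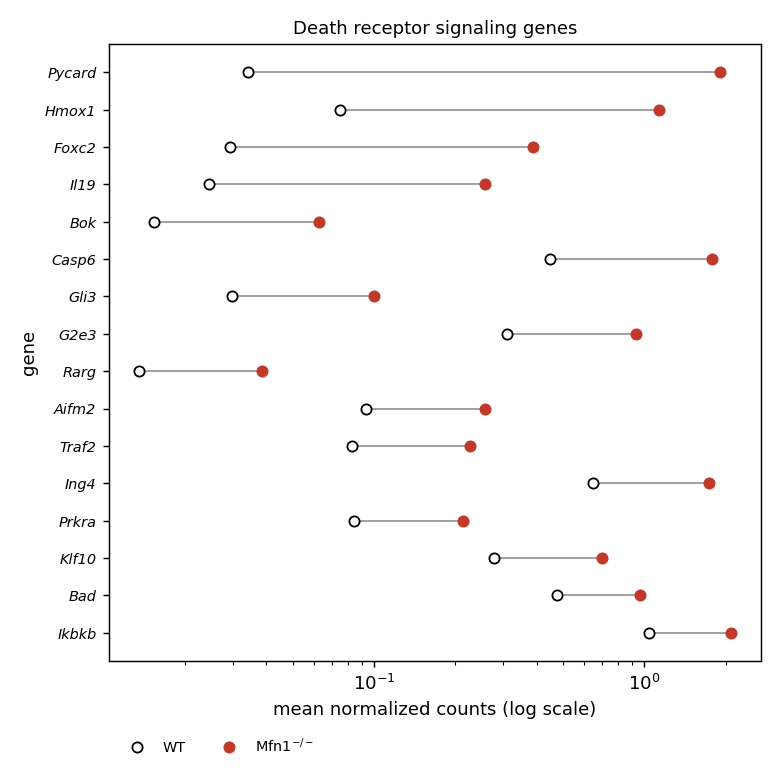
Mean normalized counts (log scale) of the 16 death receptor signaling genes in WT (open circles) and *Mfn1*-/- oocytes (filled circles), from the authors' deposited table and ordered by ratio. *Pycard*, with the largest ratio, is at the top and *Ikbkb*, at 1.04 and 2.09, at the bottom.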

Hierarchal clustering of the differentially expressed genes involved in death receptor signaling partitioned into two distinct clusters to separate *Mfn1*^*−/−*^ and WT oocytes (Fig. 3d). qRT-PCR confirmed increased mRNA expression of death receptor signaling genes *Bad* and *G2e3* in *Mfn1*^*−/−*^ oocytes compared to WT (Fig. S2A), validating RNAseq data. 

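The 12 adherens junction signaling genes changed in both directions. *Zyx* (log2 fold change 1.70), *Rras* (1.01) and *Dll1* (0.83) were higher in *Mfn1*-/- oocytes, and *Myh11* (-1.11), *Egfr* (-1.08), *Myh2* (-1.05) and *Actg2* (-1.02) had the largest falls with a pseudocount of 0.1. By the ratio in the authors' deposited table the order differs, with *Cdh17* (0.261), *Actg2* (0.271) and *Mmp24* (0.286) the lowest and *Myh2* (0.453) the least lowered of the 9. *Zyx*, *Dll1*, *Myh2*, *Myl4* and *Mmp24* overlap genes on the opposite strand. The mean log2 fold change of the 12 genes was -0.31, and 0 of 10000 matched random lists had a median as low as theirs, -0.70. This too only describes the direction of a list chosen for its change. *Myh2* (chromosome 11, 67171027 to 67197517) had means of 0.704 in *Mfn1*-/- and 1.56 in WT oocytes and an FDR of 0.0193 in the authors' deposited table. *Cdh17* (chromosome 4, 11758147 to 11817895) had means of 0.0358 and 0.137 and an FDR of 0.0485 in the authors' deposited table. At these low means, the log2 fold change of *Cdh17* was -0.80 with a pseudocount of 0.1 and -1.68 with a pseudocount of 0.01. With a pseudocount of 1, 0 of the 12 genes passed the fold-change threshold.

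**Figure D3:**
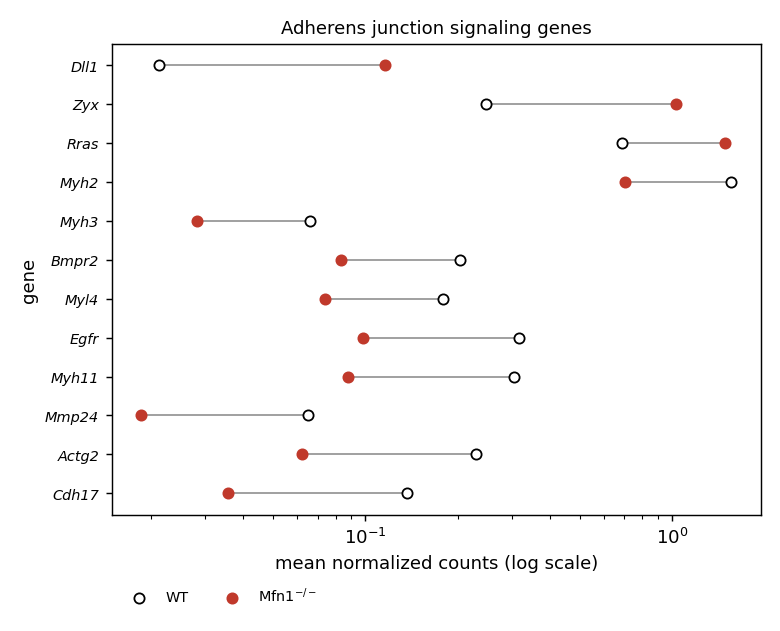
Mean normalized counts (log scale) of the 12 adherens junction signaling genes in WT (open circles) and *Mfn1*-/- oocytes (filled circles), from the authors' deposited table and ordered by ratio. The 3 genes at the top are higher in *Mfn1*-/- oocytes and the other 9 are lower.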

Hierarchal clustering of the differentially expressed genes in adherens junction signaling also partitioned into two distinct clusters to separate *Mfn1*^*−/−*^ and WT oocytes (Fig. 3e). Differential expression of these genes (*Cdh17* and *Myh2)* was also confirmed by qRT-PCR (Fig. S2B).

### *Mfn1* depletion in oocytes results in impaired oocyte and granulosa cell communication

As we found follicle developmental arrest in *Mfn1*^*−/−*^ mice (Figs. 1 and 2), and RNAseq analysis revealed differential expression of adherens junction signaling genes in *Mfn1*^*−/−*^ oocytes, we next assessed the expression of E-cadherin and N-cadherin in WT and *Mfn1*^*−/−*^ oocytes and ovarian sections, by qPCR and immunofluorescence (IF), respectively. E-cadherin is expressed exclusively in the oocyte and localized to oocyte membrane while N-cadherin is located mainly in granulosa cells and localizes to the interface between granulosa cells, as well as granulosa cells and the oocyte^20^.

IF results showed proper localization and expression of E-cadherin and N-cadherin in the primary follicles of *Mfn1*^*−/−*^ and WT mice (Fig. 4a, b, e, f). However, levels of E-cadherin (0.59 ± 0.026 vs. 1 ± 0.124, *p* *<* 0.05) and N-cadherin (0.7615 ± 0.019 vs. 1 ± 0.024, *p* *<* 0.01) proteins were significantly decreased in the secondary follicles of *Mfn1*^*−/−*^ mice compared to WT (Fig. 4c, d, g, h). Consistent with these data, *E-cadherin* and *N-cadherin* mRNA levels were also decreased in *Mfn1*^*−/−*^ oocytes and granulosa cells, respectively (Fig. 4i). In addition, in *Mfn1*^*−/−*^ mice, oocytes were detached from the surrounding granulosa cells of arrested secondary follicles. Percentage of normal adhesion between oocyte and granulosa cell was dramatically lower in *Mfn1*^*−/−*^ secondary follicles compared to WT (27.78% ± 4.005 vs. 95.33% ± 2.028, *p* *<* 0.001) (Fig. 4k). Consistent with this finding, numerous denuded oocytes were detected following ovarian puncture during GV stage oocyte collection in *Mfn1*^*−/−*^ mice (Fig. S3). These results suggest that *Mfn1* depletion in oocytes inhibits oocyte granulosa cell interactions in secondary follicles by downregulating the E-cadherin and N-cadherin expression.

**Fig. 4:**
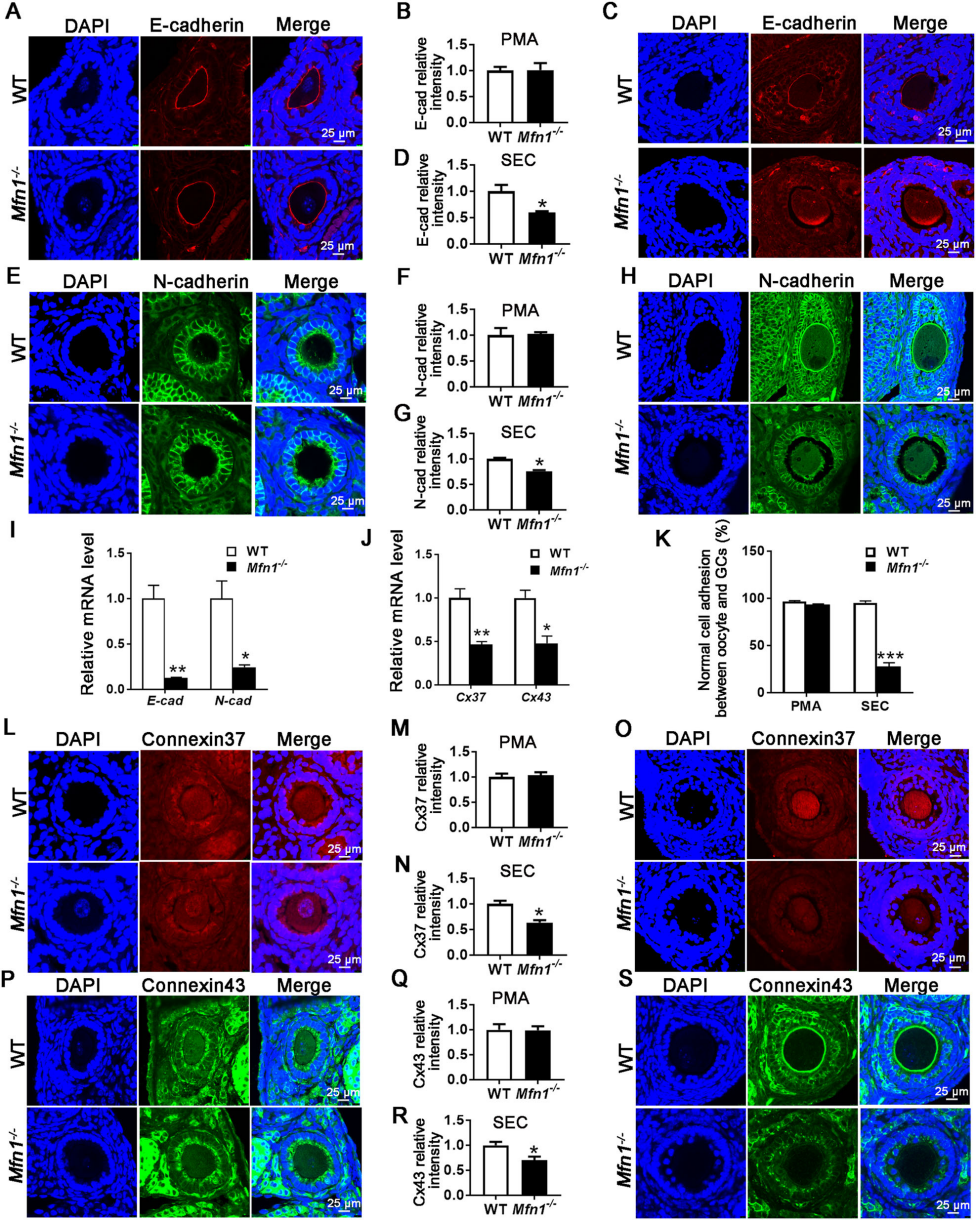
Deletion of *Mfn1* in oocytes inhibits adhesion and gap junction protein expression. **a**, **e** E-cadherin and N-cadherin immunofluorescence in primary follicles of *Mfn1*^*−/−*^ and WT mice ovaries. **c**, **h** E-cadherin and N-cadherin immunofluorescence in secondary follicles from *Mfn1*^*−/−*^ and WT ovaries. **b**, **d**, **f**, **g** Quantitative analysis of E-cadherin and N-cadherin immunofluorescence in primary and secondary follicles from *Mfn1*^*−/−*^ and WT mice ovaries. **i** Secondary follicle-enclosed oocytes and granulosa cells were collected from *Mfn1*^*−/−*^ and WT ovaries. *E-cadherin* and *N-cadherin* mRNA expression was assessed using qRT-PCR in oocytes and granulosa cells, respectively. **j** *Cx37* and *Cx43* mRNA expression assessed using qRT-PCR in oocytes and granulosa cells, respectively. **k** Quantification of normal adhesion between oocytes and granulosa cells in secondary follicles of *Mfn1*^*−/−*^ and WT mice. Abnormal adhesion was described as low expression of E/N cadherins and increased distance between the oocyte and granulosa cells. **l**, **p** Cx37 and Cx43 immunofluorescence in primary follicles of *Mfn1*^*−/−*^ and WT ovaries. **o**, **s** Cx37 and Cx43 immunofluorescence in secondary follicles from *Mfn1*^*−/−*^ and WT mice ovaries. **m**, **n**, **q**, **r** Quantitative analysis of Cx37 and Cx43 immunofluorescence in primary and secondary follicles from *Mfn1*^*−/−*^ and WT mice ovaries. Data presented as mean ± SEM. *p *<* 0.05, **p *<* 0.01 vs. WT from *t*-test. PMA primary follicle, SEC secondary follicle, E-cad E-cadherin, N-cad E-cadherin, Cx37 Connexin37, Cx43 Connexin43

### Expression of connexin 37 and connexin 43 is decreased by *Mfn1* deficiency

After establishing aberrant expression of E-cadherin and N-cadherin, we examined whether gap junction formation is also compromised in *Mfn1*^*−/−*^ mice. First, we quantified connexin37 (Cx37) expression since it is the primary connexin produced by the oocyte and is involved in forming gap junctions between oocytes and granulosa cells^21^. IF results showed that protein levels of Cx37 were similar in the primary follicle-enclosed oocytes (Fig. 4l, m), but significantly decreased in secondary follicle-enclosed oocytes of *Mfn1*^*−/−*^ mice compared to WT (0.63 ± 0.048 vs. 1 ± 0.063, *p* *<* 0.05) (Fig. 4o, n). Next, we assessed connexin 43 (Cx43), which is expressed by granulosa cells and is important in formation of gap junctions between granulosa cells^21^. Similarly, while there was no significant difference in Cx43 immunofluorescence in primary follicles (Fig. 4p, q), secondary follicles showed decreased expression in *Mfn1*^*−/−*^ mice compared to WT (0.70 ± 0.068 vs. 1 ± 0.068, *p* *<* 0.05) (Fig. 4s, r). In addition, expression of *Cx37* and *Cx43* at the mRNA level were significantly decreased in the *Mfn1*^*−/−*^ oocytes and granulosa cells, respectively. (Fig. 4j).

### Transzonal processes are impaired in *Mfn1*^*−/−*^ follicle-enclosed oocytes

Transzonal processes (TZPs) anchor the first layer of granulosa cells to the oocyte, enabling the formation of intercellular gap junctions necessary for follicular development^22^. Here, we assessed the structure of TZPs by detecting expression of F-actin. Secondary follicles from *Mfn1*^*−/−*^ and WT mice were fixed and labeled with rhodamine-phalloidin. WT follicles showed compact and organized TZPs distributed through the zona pellucida, however, *Mfn1*^*−/−*^ oocytes displayed very weak and disorganized TZPs (Fig. S4A). Linescan profiles were used to measure and quantify TZP density. We calculated the total fluorescence under the peaks corresponding to the plasma membrane and zona pellucida (Fig. S4B). In *Mfn1*^*−/−*^ oocytes, the total TZP fluorescence was significantly lower compared to WT (1852 ± 159.8 vs. 6807 ± 1004, *p* *<* 0.001) (Fig. S4C). EM analysis also revealed that secondary follicles showed defective contact between oocyte and granulosa cells (Fig. S4D). Furthermore, gap junctions were significantly decreased in the secondary follicles of *Mfn1*^*−/−*^ mice compared to WT (Fig. S4E, black arrow). Together, these findings indicated that oocyte–granulosa cell connections were disrupted in *Mfn1*^*−/−*^ mice.

### *Mfn1*^−*/−*^ follicle-enclosed oocytes show increased expression of pro-apoptotic genes

Oocyte apoptosis leads to follicular developmental arrest^23^. As the pathway analysis of RNAseq data identified death receptor signaling genes as being significantly upregulated in *Mfn1*^*−/−*^ oocytes, we next assessed the expression of caspase 6 (CASP6) and cytochrome c (CYCS), two key mediators of this pathway, in *Mfn1*^*−/−*^ and WT mice. 

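*Casp6* lies on chromosome 3 of GRCm38 from 129901425 to 129914103. Its mean was 1.78 normalized counts in *Mfn1*-/- and 0.449 in WT oocytes, with a p-value of 1.54e-05 and an FDR of 0.00502 in the authors' deposited table. The log2 fold change was 1.78 with a pseudocount of 0.1, and 0.94 with a pseudocount of 1, just under a 2-fold change. *Cycs* lies on chromosome 6 from 50562563 to 50566538. Its mean was 21 in *Mfn1*-/- and 28 in WT oocytes, with a p-value of 0.0482 and an FDR of 0.171 in the authors' deposited table. The log2 fold change of *Cycs* was -0.41, and it did not pass the FDR threshold. Transcripts of 27 other genes share at least 75 bases with *Cycs* at 95% identity or more, so its reads could have been divided among them. From the higher expression of the death receptor signaling genes, the paper reasons to measure CASP6 and CYCS.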

IF results showed significantly increased CASP6 expression in *Mfn1*^*−/−*^ oocytes compared to WT (1.7 ± 0.1072 vs. 1 ± 0.1228, *p* < 0.05) (Fig. 5a, b). Similarly, CYCS expression was also elevated in *Mfn1*^*−/−*^ mice oocytes (1.53 ± 0.08 vs. 1 ± 0.15, *p* < 0.05) (Fig. 5c, b). In addition, abnormal mitochondrial aggregation, which is considered to be an upstream event to CYCS release during apoptosis^24^, was observed in *Mfn1*^*−/−*^ oocytes (Fig. 5c). Consistent with these data, *Casp6* and *Cycs* mRNA expressions were greatly increased in *Mfn1*^*−/−*^ oocytes (Fig. 5d).

**Fig. 5:**
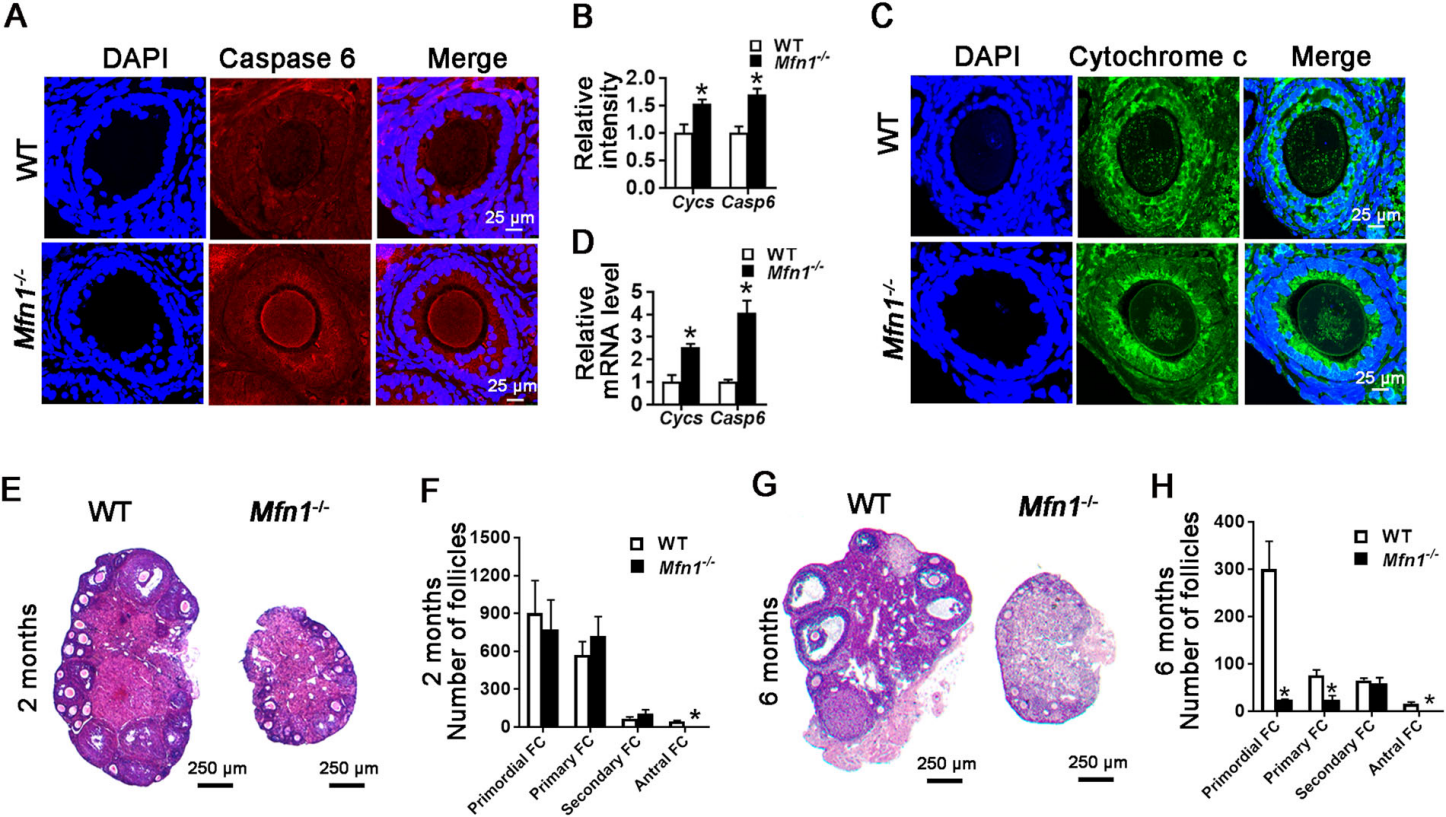
Oocyte apoptosis and follicular depletion in *Mfn1*^*−/−*^ mice. **a**, **c** Caspase 6 and cytochrome c immunofluorescence in secondary-follicle enclosed oocytes from WT and *Mfn1*^*−/−*^ mice ovaries. **b** Quantitative analysis of caspase 6 and cytochrome c immunofluorescence in secondary follicle-enclosed oocytes from WT and *Mfn1*^*−/−*^ mice ovaries. **d** Secondary follicle-enclosed oocytes were collected from *Mfn1*^*−/−*^ and WT ovaries. *Caspase 6* and *cytochrome c* mRNA expression was assessed by qRT-PCR in oocytes from WT and *Mfn1*^*−/−*^ mice. **e**, **g** Follicle development was assessed in ovaries of unstimulated 2 and 6-month-old *Mfn1*^*−/−*^ and WT mice. **f**, **h** Bar charts showing follicle counts from 4 mice for each genotype and time point. Data represent mean ± SEM. *p *<* 0.05, ***p *<* 0.001 vs. WT using *t*-test. *Cycs* cytochrome c, *Casp6* caspase 6

### Oocyte specific deletion of *Mfn1* results in accelerated depletion of ovarian follicular reserve

During ovarian aging, increased apoptosis is observed in female germ cells^25^. As we found higher expression of pro-apoptotic genes in *Mfn1*^*−/−*^ oocytes, and previous studies have shown accelerated follicle depletion in mice deficient for mitochondrial stress response gene *Clpp*^26^, we next assessed follicle numbers in unstimulated *Mfn1*^−/−^ and WT mice ovaries at different stages of female reproductive lifespan. At 2 months, number of primordial, primary and secondary follicles did not differ between WT and *Mfn1*^−/−^ ovaries, while *Mfn1*^−/−^ ovaries had no antral follicles (Fig. 5e, f). By 6 months, *Mfn1*^−/−^ ovaries had significantly lower number of primordial and primary follicles (Fig. 5g, h). By 9 months, *Mfn1*^−/−^ ovaries showed very low numbers of primordial, primary, and secondary follicles (Fig. S6A and S6B). At 12 months (Fig. S6D and S6E), *Mfn1*^−/−^ ovaries continued to show depletion of follicles in all stages. Serum Anti-Mullerian hormone (AMH) levels were also significantly lower in 2-, 6-, 9-, and 12-months-old *Mfn1*^−/−^ mice compared to WT (Fig. S6C). These results demonstrate that oocyte-specific deletion of *Mfn1* results in accelerated follicular depletion, leading to a phenotype similar to that observed in women with diminished ovarian reserve.

### Ceramide is accumulated in *Mfn1*^*−/−*^ oocytes and ceramide inhibitor myriocin partially rescues folliculogenesis in *Mfn1*^*−/−*^ mice

In addition to showing significant upregulation of death receptor signaling, RNAseq analysis revealed increased ceramide biosynthesis signaling in *Mfn1*^*−/−*^ oocytes. 

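The 16 ceramide synthesis genes had a mean log2 fold change of 0.025, and their median of -0.029 lay at percentile 13.1 of 10000 random lists matched on mean expression. With the FDR adjusted over the 16 genes alone, 10 were under 0.05, and 7 over all genes. *Smpd2*, a sphingomyelinase (chromosome 10, 41485642 to 41490369), had means of 2.59 in *Mfn1*-/- and 1.17 in WT oocytes and an FDR of 0.0379 in the authors' deposited table, a log2 fold change of 1.08. The ceramide synthase *Cers4* (chromosome 8, 4493026 to 4531680) had means of 0.111 and 0.027 and an FDR of 0.015 in the authors' deposited table. Its log2 fold change was 0.73 with a pseudocount of 0.1 and 1.71 with a pseudocount of 0.01. *Cers4*, *Smpd2*, *Cers2*, *Cers1* and *Smpd3* overlap genes on the opposite strand, and *Cers1* and *Sptssa* genes on the same strand. *Cers2*, with means of 11.2 and 7.14, and *Sptssa*, with 5.29 and 3.01 in the authors' deposited table, rose by less than 2-fold. The subunits of serine palmitoyltransferase *Sptssb* (log2 fold change -1.57) and *Sptlc2* (-1.20) were lower and passed both thresholds, and *Sptlc1* had a log2 fold change of 0.15 and an FDR of 0.482 in the authors' deposited table. *Degs1*, the most abundant gene of the list, had means of 81.5 and 86.2 and an FDR of 0.478 in the authors' deposited table.

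**Figure D4:**
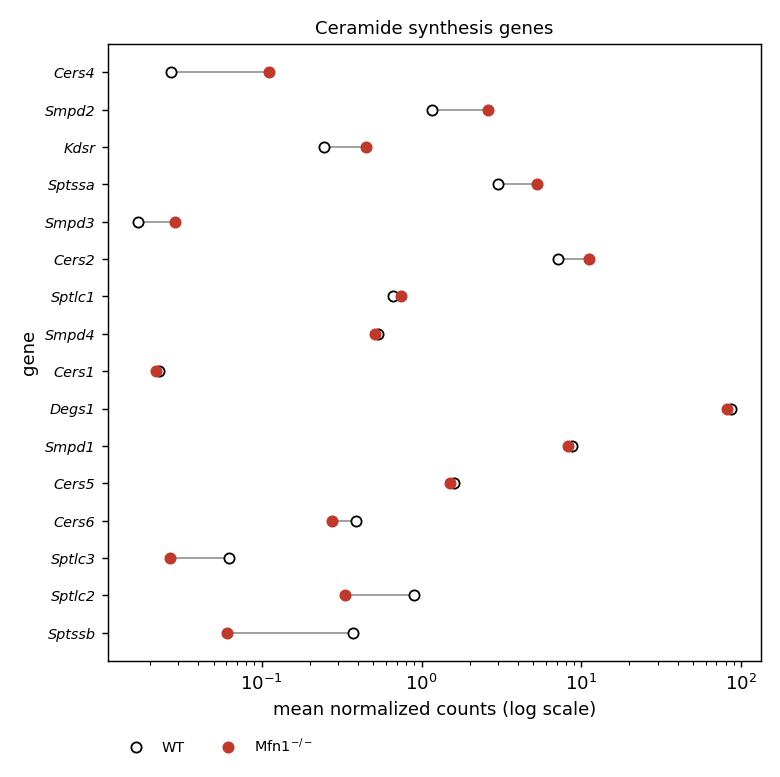
Mean normalized counts (log scale) of the 16 ceramide synthesis genes in WT (open circles) and *Mfn1*-/- oocytes (filled circles), from the authors' deposited table and ordered by ratio. The 7 genes at the top are higher in *Mfn1*-/- oocytes and the 9 at the bottom are lower.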

Ceramide has been reported to induce apoptosis by releasing of cytochrome c from mitochondria and by activating effector caspases^24^. By performing IF in ovarian sections, we found ceramide content of *Mfn1*^*−/−*^ oocytes to be significantly higher compared to WT (3.56 ± 0.09 vs. 1 ± 0.03, *p* *<* 0.001) (Fig. 6a, b). In addition, *Cer4* and *Smpd2* (enzymes required for ceramide synthesis) were upregulated in *Mfn1*^*−/−*^ oocytes compared to WT (Fig. S7).

**Fig. 6:**
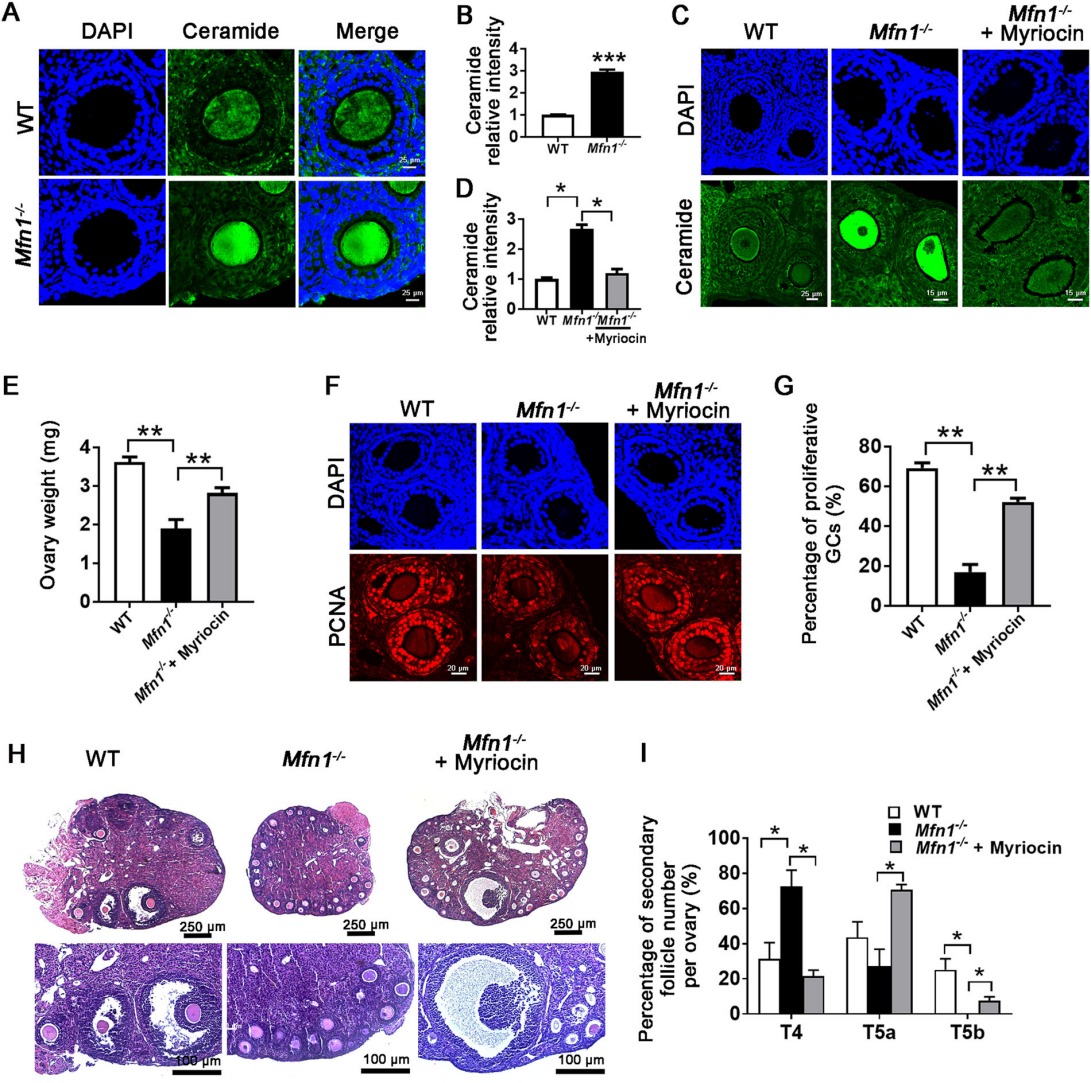
Ceramide accumulation and rescue in *Mfn1*^*−/−*^ mice. **a**, **b** Ceramide immunofluorescence in secondary follicle-enclosed oocytes from *Mfn1*^*−/−*^ and WT ovarian sections. Bar chart shows the quantitative analysis of ceramide intensity in *Mfn1*^*−/−*^ and WT ovarian sections. **c**, **d** *Mfn1*^*−/−*^ and WT mice (8-week-old) were injected with myriocin 1.5 mg/kg (*Mfn1*^*−/−* *+* ^myriocin) once a day for 21 consecutive days, and compared to *Mfn1*^*−/−*^ or WT controls injected with saline. Ovaries were extracted and ceramide immunofluorescence in secondary follicle-enclosed oocytes was assessed. Bar chart shows the quantitative analysis of ceramide intensity. **e** Ovary weight in WT, *Mfn1*^*−/−*^ and myriocin-treated *Mfn1*^*−/−*^ (*Mfn1*^*−/−* *+* ^myriocin) mice. **f**, **g** PCNA immunofluorescence assays and the quantification of PCNA-positive granulosa cells in WT, *Mfn1*^*−/−*^, and *Mfn1*^*−/−* ^*+* myriocin mice ovarian sections. **h**, **i** Representative ovarian section micrographs of WT, *Mfn1*^*−/−*^, and *Mfn1*^*−/−* ^*+* myriocin mice. The percentage of secondary follicle subtypes per ovary was quantified (*n* = 5–8 mice per group). Data presented as mean ± SEM. *p < 0.05 vs. WT using *t*-test. T4: follicles with two layers of cuboidal granulosa cells, T5a: follicles with 3 layers of granulosa cells, T5b: follicles with many layers of granulosa cells but no antral cavity

We then tested whether ceramide synthesis inhibitor myriocin could rescue *Mfn1*^*−/−*^ oocyte function and follicle growth. *Mfn1*^*−/−*^ mice were injected with myriocin (1.5 mg/kg) daily for 21 consecutive days before harvesting ovaries, and compared to *Mfn1*^*−/−*^ mice injected with saline, and WT mice injected with saline. IF results showed significantly lower ceramide levels in oocytes of *Mfn1*^*−/−*^ mice treated with myriocin compared with untreated *Mfn1*^*−/−*^ mice (Fig. 6c, d). Ovaries of *Mfn1*^*−/−*^ mice treated with myriocin were heavier (Fig. 6e), and showed a higher number of PCNA-positive granulosa cells in secondary follicles (52.21% ± 1.85 vs. 17.01% ± 3.87, *p* *<* 0.01) (Fig. 6f, g). In addition, ovaries of *Mfn1*^*−/−*^ mice treated with myriocin had an increased number of follicles with more than two layers of granulosa cells (type 5a and 5b) compared to untreated *Mfn1*^*−/−*^ mice ovaries (Fig. 6h, i). Most importantly, *Mfn1*^*−/−*^ mice treated with myriocin developed antral follicles (Fig. 6h). Collectively, our findings indicate that inhibition of ceramide synthesis using myriocin partially rescues impaired follicle development in *Mfn1*^*−/−*^ mice.

## Discussion

Mitochondria play an essential role in generating energy to support oocyte and embryo development^27^. In addition, they have a number of additional functions including regulation of calcium metabolism, signal transduction, and apoptosis^28^, with yet undefined implications for early development. In the current study, we aimed to investigate whether oocyte-specific targeted deletion of *Mfn1*, a key regulator of mitochondrial fusion, affects female fertility. *Mfn1*^−/−^ mice did not produce any pups (Fig. 1a) and did not generate mature oocytes (Fig. 1b). The communication between *Mfn1*^−/−^ oocytes and surrounding granulosa cells through paracrine factors and cell junctions were impaired (Figs. 1k, l, 4) and follicles of *Mfn1*^−/−^ mice arrested at the pre-antral stage (Fig. 1c-j). Collectively, these findings demonstrate that folliculogenesis and oogenesis require MFN1 in oocytes, and that MFN2, the other mammalian mitofusin with approximately 60% sequence homology to MFN1 (and similar N-terminal GTPase domain including canonical G1–G4 motifs), cannot compensate for the absence of MFN1^29^.

During the past two decades, sphingolipids have emerged as essential second messengers in a variety of signal transduction pathways^30^. Most of this research has focused on ceramide, a membrane sphingolipid and an important inducer of programmed cell death^24,25,30^, and cell cycle arrest^31–33^. Previous studies showed that ceramide accumulation in porcine oocytes induced by palmitic acid is associated with mitochondrial dysfunction^34^, and that acid ceramidase (a ceramide metabolizing enzyme), improves the quality of oocytes and embryos and the outcome of IVF^35^. Interestingly, ceramide has been implicated in age-related acceleration of apoptosis in the female germline^25,36^. Based on these data and the RNAseq analyses, which identified ceramide biosynthesis pathway as a key target affected by *Mfn1* deletion, we tested whether elevated ceramide levels contribute to the *Mfn1*^*−/−*^ reproductive phenotype by inducing apoptosis and promoting cell cycle arrest. We found ceramide expression in *Mfn1*^*−/−*^ oocytes to be dramatically increased compared to WT. In addition, treatment of *Mfn1*^*−/−*^ mice with myriocin, which blocks de novo ceramide synthesis by inhibiting the key enzyme serine palmitoyltransferase^37–39^, resulted in improved growth of secondary follicles and formation of antral follicles, partially rescuing the reproductive phenotype. Our findings suggest that drugs targeting down-stream metabolic by products, such as ceramide, can potentially treat impaired oocyte viability in the setting of metabolic dysfunction.

The number of resting follicles available in the ovary constitutes the ovarian reserve, and is the primary determinant of response to the ovarian stimulation in women undergoing infertility treatment^40^. In addition, ovarian reserve is a key determinant of age at menopause. Recently, global germline deletion of *Clpp*, which regulates mtUPR, was found to cause accelerated follicular depletion^26^. In the current study, we observed a depletion of primordial and primary follicles starting at 6 months, and depletion of all follicular stages at 9 and 12 months, consistent with an accelerated reproductive aging phenotype in *Mfn1*^*−/−*^ mice. Mitochondrial dysfunction has been reported to accelerate aging by causing increased ROS levels^41^, accumulation of mtDNA mutations^42^, defective ETC function^43^, altered mitochondrial metabolism^44^ and lower mitochondrial membrane potential^45^. In addition, targeted deletion of PolgA (mtDNA polymerase) causes increased mtDNA mutations and a premature aging phenotype^46^. Our observations constitute a novel paradigm connecting impaired mitochondrial dynamics with accelerated follicular depletion and diminished ovarian reserve.

Depletion of primordial follicles in *Mfn1*^*−/−*^ mice is likely due to accelerated recruitment rather than atresia, as Zp3-mediated targeted deletion occurs only after follicles start growing (at the primary follicle stage)^37–39^. AMH, a hormone produced by the granulosa cells of preantral and small antral follicles, beginning when primordial follicles start developing into primary follicles^47,48^, plays a key role in limiting follicle recruitment. Small antral follicles are likely the primary source of AMH due to the larger numbers of granulosa cells they contain and their more developed microvasculature^48^. As *Mfn1*^*−/−*^ mice have smaller secondary follicles with a lower number of granulosa cells, and do not form antral follicles, it is not surprising that their AMH levels were lower compared to WT as early as 2 months of age (Fig. S6), possibly contributing to accelerated follicle recruitment.

In this study, we have three important and potentially related findings regarding MFN1′s role on female reproduction. First, we uncovered that oocyte specific deletion of *Mfn1* results in female infertility due to defective oocyte maturation and follicular development. Second, we observed that targeted deletion of *Mfn1* in oocyte results in disruption of adherens and gap junctions between oocytes and granulosa cells and increased apoptosis caused at least in part by accumulation of ceramide. Third, we observed that targeted deletion of *Mfn1* in oocytes results in accelerated follicular depletion, which represents a phenotype reminiscent of diminished ovarian reserve and premature ovarian aging (Fig. 7).

**Fig. 7:**
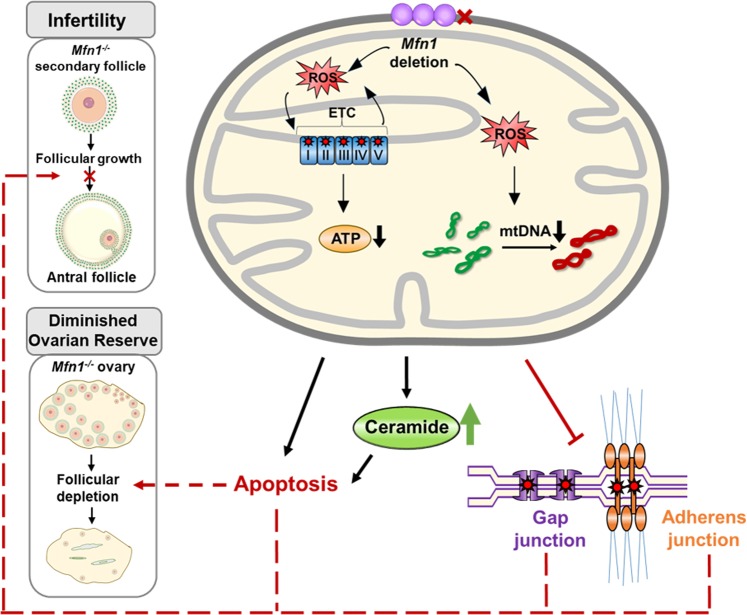
A putative model on the role of MFN1 in female reproductive function. Mitochondrial fusion protein MFN1 is required for female fertility and oocyte and follicle development. In the absence of MFN1, oocytes show mitochondrial dysfunction and accumulation of ceramide, leading to impaired oocyte-granulosa cell communication, increased apoptosis, and accelerated follicular depletion

## Methods

### Animals

All animal care and experimental procedures were conducted in accordance with Yale University animal research requirements, using protocols approved by the Institutional Animal Care and Use Committee (protocol # 2017–11207). *Mfn1*^flox/flox^ mice were purchased from The Jackson Laboratory (stock number 026401). Zp3-Cre mice^17,18^ (where Cre is driven by Zp3 promoter) in C57BL/6 background were also obtained from The Jackson Laboratory (stock number 003651). *Mfn1*^flox/flox^ mice were crossbred with *Zp3-Cre* mice to produce mice with oocyte-specific *Mfn1* deletion (*Mfn1*^fl/fl^/*Zp3-Cre* mice), and for simplicity, they are referred to as *Mfn1*^−/−^ mice. Female *Mfn1*^*−/*−^ mice and wild-type (WT) littermates were used in experiments. Genotyping was carried out using the primers shown in Table S1.

### Assessment of fertility

To evaluate the fertility of *Mfn1*^*−/−*^ female mice, seven female mice from each group (*Mfn1*^*−/*−^ or WT, 8-week-old) were mated with adult (12-week-old) WT males of proven fertility for 12 weeks. Two female mice were housed with one adult male mouse, and male mice were rotated weekly. Mating cages were monitored daily, and the number of litters and pups were recorded.

### Histomorphometric analysis of folliculogenesis in ovaries

For hematoxylin and eosin (H&E) staining, ovaries from 8-week-old *Mfn1*^*−/−*^ and WT mice primed (or not primed) with pregnant mare serum gonadotropin (PMSG) 48-h before collection, were fixed in 4% (w/v) paraformaldehyde in Dulbecco’s phosphate buffered saline (DPBS; Sigma) at room temperature overnight, and stored at 4 °C in fresh 70% ethanol until processed. Ovaries were then dehydrated, embedded in paraffin, and 5 μm serial sections were stained with H&E using standard protocol^49^. Every fifth section was assessed, and the total number of follicles for each ovary was determined by counting the follicles containing oocytes with a visible nucleus. Primordial, primary, secondary, and antral follicles were classified as described previously^50^. Briefly, primordial follicles were defined as an oocyte surrounded by a single layer of squamous granulosa cells. Primary follicles possessed an oocyte surrounded by a single layer of cuboidal granulosa cell layer. Secondary follicles consisted of an oocyte surrounded by two or more layers of cuboidal granulosa cells with no visible antrum. Antral follicles contained four or more layers of granulosa cells with a clearly defined single antral space. Secondary follicles were further categorized into type 4 follicles (with two layers of cuboidal granulosa cells), type 5a follicles (with 3 layers of granulosa cells) and type 5b follicles (with many layers of granulosa cells but no follicle fluid), as described by Pedersen and Peters^19^. The diameters of sub-grouped secondary follicles per ovary were measured using ImageJ software (National Institute of Health, NIH, Bethesda, MD, USA).

### Follicle and oocyte collection

Secondary follicles were collected from 8-week-old *Mfn1*^*−/−*^ and WT mice by digesting the ovaries with 1.5 mg/mL collagenase type V (Sigma, St. Louis, MO) for 1 h at 37 °C in M2 medium (Sigma, St. Louis, MO)^5^. Secondary follicle-enclosed oocytes (referred as the oocytes) and granulosa cells were collected by further digesting the harvested secondary follicle with Accutase solution (Sigma, St. Louis, MO) for 15 min. To collect germinal vesicle (GV) stage oocytes, ovaries were obtained from 8-week-old *Mfn1*^*−/−*^ and WT mice^51^ 44–48 h after intraperitoneal injection of 5 IU PMSG (Sigma, St. Louis, MO). Ovaries were then punctured with a 26-gauge needle, and GV stage oocytes were collected in M2 medium (Sigma, St. Louis, MO) and 10 μM milrinone (Sigma, St. Louis, MO) to prevent meiotic resumption. To obtain mature oocytes, an additional injection of 5 IU of human chorionic gonadotrophin (hCG; Sigma, St. Louis, MO) to induce oocyte maturation and ovulation was given 48 h after the PMSG injection. Unfertilized oocytes at metaphase of the second meiotic division (MII) were collected from oviducts 14 h after the hCG injection.

### Electron microscopic analysis

For transmission electron microscopy, 3 *Mfn1*^*−/−*^ and 3 WT female mice were deeply anesthetized 44 h after PMSG injection and perfused with 4% paraformaldehyde/PBS. Both ovaries were removed and fixed overnight at 4 °C with the fixative solution (paraformaldehyde 2%, glutaraldehyde 2.5% in cacodylate buffer 0.1 M, pH 7.4). After ovaries were rinsed in the same buffer twice, they were postfixed in 1% OsO4 in 0.1 M cacodylate buffer at room temperature for 60 min. Specimens were stained en bloc with 2% aqueous uranyl acetate for 30 min, dehydrated in a graded series of ethanol to 100% and embedded in Poly/bed 812 resin. Blocks were polymerized in a 60 °C oven for 24 h. Thin sections (60 nm) were cut by a Leica ultramicrotome and post-stained with 2% uranyl acetate and lead citrate. Cell sections were examined with a FEI Tecnai transmission electron microscope and digital images were recorded with an Olympus Morada CCD camera and iTEM imaging software. Follicle-enclosed oocytes were imaged at ×11500 magnification. Images were taken covering the entire follicle. ImageJ software was used to analyze the mitochondria morphology. Mitochondria area, cytoplasmic area, total mitochondria number, number of cristae, mitochondria length and width were measured. Mitochondrial coverage area was calculated by dividing the total area of mitochondria to the total area of the cytoplasm.

### Quantification of mtDNA copy number in oocytes

To quantify mtDNA levels in oocytes, *Cox3* fragment was amplified using the primers shown in Table S1 and subcloned into pCR™2.1-TOPO®—cloning vector (Invitrogen, Carlsbad, CA) as previously described^16^. One Shot TOP10 Chemically Competent *E. coli* were transformed and grown overnight at 37 °C. Recombinant plasmids were purified using Qiagen plasmid isolation kit and the inserted mtDNA fragment was confirmed by DNA sequence analysis. Plasmid DNA was quantified using NanoDrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA). A standard curve from 10^8^ to 10^1^ plasmid molecules was generated by serial 10-fold dilutions. Single oocytes from *Mfn1*^*−/−*^ and WT mice were individually lysed in 10 μl lysis solution containing 125 μg/ml Proteinase K and 17 μM SDS in sterile water by incubating at 55 °C for 2 h. Then, proteinase K was inactivated by heating the lysis mix at 95 °C for 10 min and the mix was used directly for downstream PCR. Reactions were performed in triplicates. Each 10 μl reaction contained 5 μl of SYBR Green supermix (Bio-Rad Laboratories, Hercules, CA), approximately 0.3 μM of each primer, and 1/3 of oocyte’s total DNA. Each individual oocyte’s mtDNA copy number was extrapolated from the standard curve.

### Determination of ROS levels

6-carboxy-2′,7′-dichlorodihydrofluorescein diacetate (carboxy-H2DCFDA) (Life Technologies, Carlsbad, CA) was used to assess reactive oxygen species (ROS) levels in mouse follicle-enclosed oocytes. This nonfluorescent chemical passes through the plasma membrane and converts to green fluorescent form upon oxidation with ROS and it stays inside the cell for a prolonged period because of its negative charges^52^. We induced ROS generation by exposing follicle enclosed oocytes to 20 mM H_2_O_2_ for 5 min and then incubated these oocytes with 30 µM H2DCFDA in M2 medium for 20 min. Oocytes were washed three times in H2DCFDA-free media and images were captured using Leica SP5 confocal microscope. ImageJ software was used to quantify the fluorescence.

### Quantification of ATP

ATP content of individual single oocytes was determined using the ATP bioluminescent somatic cell assay kit (Sigma, St. Louis, MO). Single oocytes were collected, lysed, and stored individually in 100 μl of somatic cell ATP releasing reagent at −80 °C before use. 100 μl ATP Assay Mix Working Solution was added individually to 96-well plate wells and kept at room temperature for 3–5 min. To a separate vial containing 100 μl of 1× ice-cold somatic cell ATP releasing reagent, 50 μl of samples to be assayed (or standards) were added and swirled briskly; 100 μl of this mix was then transferred individually to the 96-well plate containing 100 μl of ATP Assay Mix Working Solution, and the amount of light emitted was measured immediately with Dynex MLX microliter plate luminometer (Dynex Technologies, Chantilly, VA). Background luminescence was subtracted from all readings. ATP in single oocyte samples was calculated by comparison to a standard curve generated over the range 2.5–500 fmol/100 μl.

### Quantitative reverse-transcription polymerase chain reaction (qRT-PCR)

Total RNA was obtained from follicle-enclosed oocytes and the granulosa cells using RNAqueous Microkit (Thermo Fisher Scientific, Waltham, MA). Reverse transcription was performed using the RETROscript kit (Thermo Fisher Scientific) in two steps: first, template RNA and random primers were incubated at 85 °C for 3 min to eliminate any secondary structures, and then the buffer and enzyme were added and the reaction was carried out at 42 °C for 1 h. qRT-PCR was carried out in an iCycler (Bio-Rad Laboratories, Hercules, CA). cDNA was prepared as described above, and assayed in triplicates. Each experiment was repeated at least three times using individual animals from each genotype. Each 10-µl reaction contained 5 µl of SYBR Green Supermix (Bio-Rad Laboratories), 3 µl of H_2_O, 0.5 µl of each primer, and 1 µl of cDNA. TaqMan Gene expression assays (Life Technologies, Carlsbad, CA) were also used following manufacturer’s instructions. Briefly, each 20-µl reaction contained 1 µl of 20× TaqMan gene expression assay, 10 µl of 2× TaqMan Gene expression master mix, 4 µl of cDNA template, and 5 µl of H_2_O. The 2^−∆∆^CT (cycle threshold) method was used to calculate relative expression levels after normalization to *β-actin* levels. The primers used for real-time PCR reactions were included in Table S1.

### Staining of transzonal processes

Secondary follicles were fixed in 4% formaldehyde (Sigma, St. Louis, MO) for 1 h at 37 °C, washed in phosphate buffered saline (PBS) with 0.1% TritonX-100 and 0.01% polyvinyl alcohol (PVA), and blocked with 3% BSA for 30 min at room temperature. F-actin transzonal processes (TZPs) were labeled using rhodamine-phalloidin (Life Technologies, Carlsbad, CA). After staining, the follicles were washed three times in PBS/PVA and observed with a Leica SP5 spectral scanning confocal microscope. Image J software was used to quantify the data by using the plot profile tool. A line was drawn through the entire follicle to get a line-scan profile. The peaks in the profile corresponding the zona pellucida and plasma membrane were used for quantification of the total fluorescence value.

### Immunofluorescence staining

Paraffin embedded tissue sections were used for staining. For deparaffinization, slides were heated for 45 min at 65 °C prior to rehydration step. In the rehydration step, slides were treated three times with 100% xylene and three times with 100% ethanol. For antigen retrieval, rehydrated slides were incubated with citrate buffer (pH 6.0) in a pressure cooker for 1 h. After cooling down to 27 °C, tissues were permeabilized in 0.5% Triton X-100 for 10 min. This step was followed by a blocking step, where slides were incubated in BSA for 45 min, then washed in 0.5% BSA diluted in PBS (PBB), three times. Then, slides were incubated overnight at 4 °C with primary antibodies for PCNA, E-cadherin, N-cadherin, connexin 37, connexin 43, cytochrome c, caspase 6 (Santa Cruz Biotechnology, Dallas, TX) or ceramide (Enzo Life Sciences, Farmingdale, NY) diluted 1:50. The following day, slides were washed three times with PBB and incubated for 60 min at room temperature with Alexa fluor 594-conjugated or Alexa fluor 488-conjugated secondary antibodies (Thermo Fisher Scientific, Waltham, MA) diluted 1:200. Slides were then washed three times in PBS, incubated with 4′, 6-diamidino-2-phenylindole (DAPI; 1:1000) (Life Technologies, Carlsbad, CA), and washed in PBS. Slides were stored at 4 °C until imaging.

### FSH and AMH testing

To determine serum follicle stimulating hormone (FSH) and Anti-Mullerian hormone (AMH) levels, samples were sent to University of Virginia Center for Research in Reproduction Ligand Assay and Analysis Core, where an in-house RIA (radioimmunoassay) was used to measure FSH, ANSH ELISA kit was used to measure AMH levels.

### RNA sequencing and data analysis

Five secondary follicle enclosed oocytes collected from *Mfn1*^−/−^ or WT mice (*n* = 3) were pooled and cDNA was amplified using Smart-Seq2 protocol as previously described^53,54^. Briefly, poly(A) RNAs were reverse-transcribed directly in whole cell lysate in 0.2% Triton X-100 and 2 U/ul of RNase inhibitors (Invitrogen) in RNase free water. cDNA was then amplified and measured by Qubit 3.0 (Life Technologies, Carlsbad, CA) for concentration and Tapestation 4200 (Agilent Technologies, Santa Clara, CA) for size distribution. RNA sequencing libraries were constructed using Nextera® XT DNA Library Preparation Kit (Illumina, San Diego, CA) and multiplexed using Nextera® XT Index Kit (Illumina). Libraries were quantified by Qubit and Tapestation 4200. Indexed libraries were then pooled and sequenced on Illumina’s Hiseq 2500 platform with 75 bp pair-end reads. In total, we analyzed 6 samples and obtained approximately 212 million reads. The raw FASTQ files and normalized read counts are available at Gene Expression Omnibus (GEO) (www.ncbi.nlm.nih.gov/geo) under the accession number (GSE125699).

Multiplexed sequencing reads that passed filters were trimmed to remove adapters using Cutadapt and low-quality reads were pre-filtered by FASTX-Toolkit before mapping. Clean reads were aligned to the mouse genome (GRCm38/mm10) using STAR with default parameters. Individual mapped reads were quantified to annotation model to calculate gene counts. Differentially expression analysis between *Mfn1*^−/−^ or WT groups was performed using DESeq 2 package. Differentially expressed genes between *Mfn1*^−/−^ and WT groups were determined using false discovery rate (FDR) of *p* value <0.05, foldchange >2 and a minimal of 5 reads as cutoffs. Expression pattern clusters were generated by the K-means clustering algorithm using R. DAVID and Ingenuity Pathway Analysis (IPA) software were used to perform Gene Ontology (GO) and pathways analyses, respectively.

### Myriocin rescue treatment

*Mfn1*^*−/−*^ or WT mice were intraperitoneally injected with Myriocin 1.5 mg/kg (Sigma, St. Louis, MO) or saline once a day for 21 days prior to experiments. Ovaries were then extracted to assess follicular development and junction protein expression through H&E and immunofluorescence staining, respectively.

### Statistical analysis

Quantitative data are expressed as mean ± SEM. Student’s *t*-test was used to analyze the statistical significance between two groups. Data are representative of at least three independent experiments unless otherwise specified. All statistical analyses were done using Graph Pad Prism software version 7 and significance was assessed at *p* < 0.05.

## Supplementary information

Supplemental Figure and Table

# Supplementary material for: Mitofusin 1 is required for female fertility and to maintain ovarian follicular reserve
**Source:** Cell Death Dis. 2019 Jul 22;10(8):560. doi: 10.1038/s41419-019-1799-3
**Supplement:** Supplementary file 1 — Supplemental Figure and Table

**Supplemental Information**

**
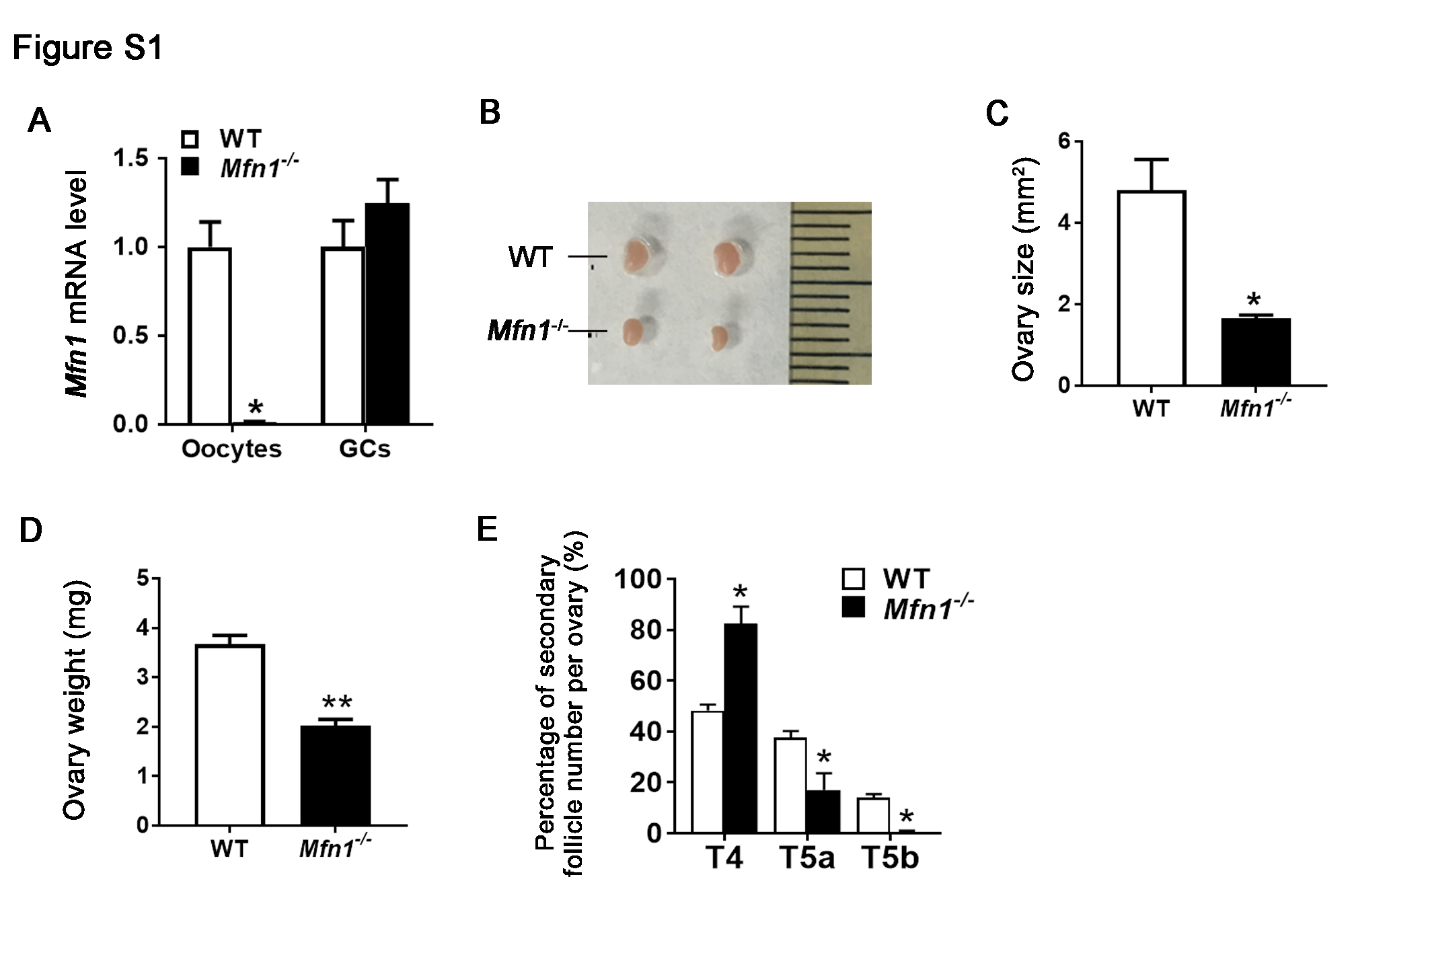
**

**Figure S1. Ovarian size and weight are decreased in *Mfn1^-/-^* mice**

**(A)** *Mfn1* mRNA expression of was assessed using qRT-PCR in secondary follicle-enclosed oocytes and granulosa cells collected from *Mfn1^-/-^* and WT mice. **(B)** Representative photographs of ovaries from 8-week-old *Mfn1^-/-^* and WT mice. **(C)** Ovary size of *Mfn1^-/-^* compared to WT mice. **(D)** Ovary weight of *Mfn1^-/-^* compared to WT mice. **(E)** Relative percentage of secondary follicle subtypes per ovary was quantified as described in Materials and Methods (n=4 mice per genotype). Data presented as mean ± SEM. **p* < 0.05, ***p* < 0.01 vs. WT from *t*-test.

**
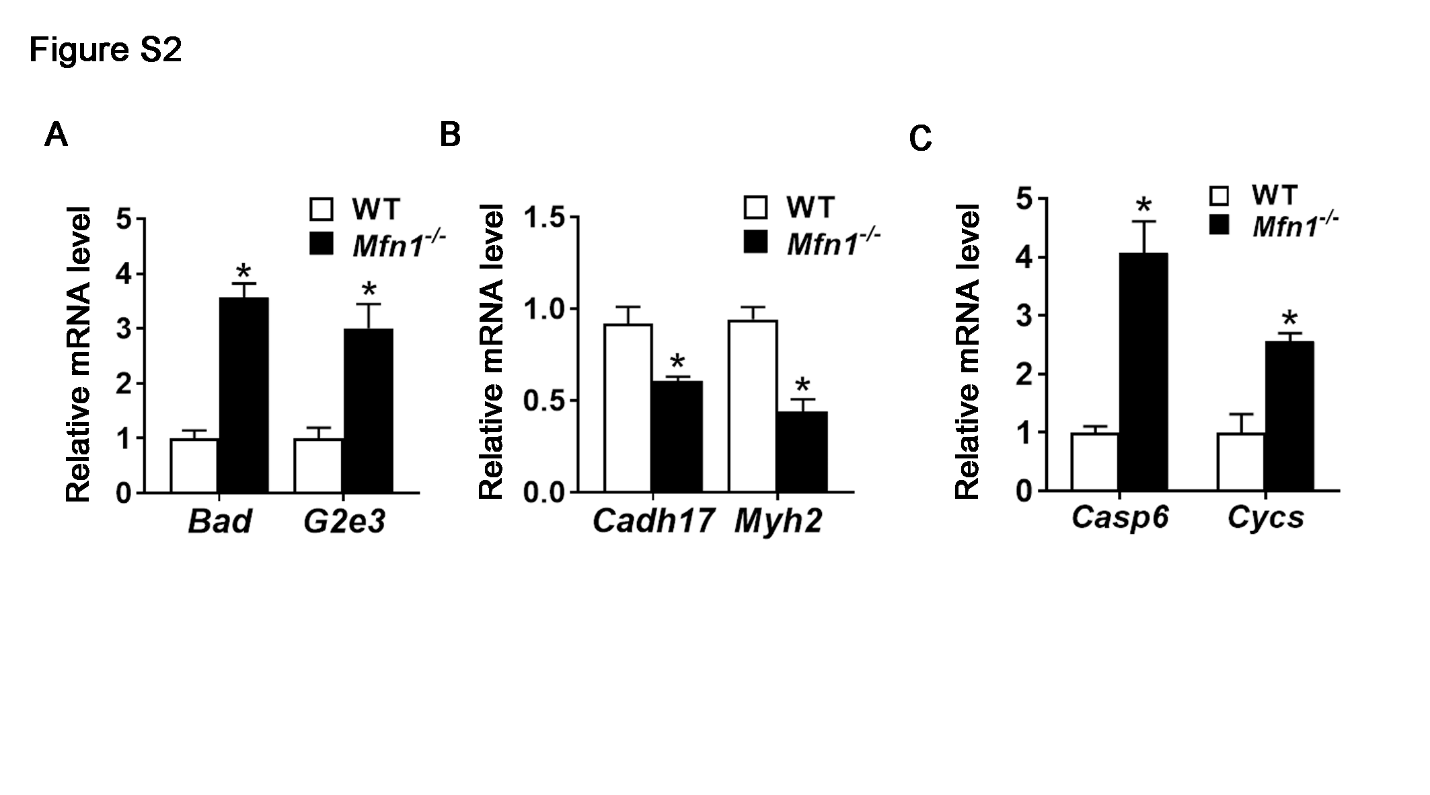
**

**Figure S2. Adherens junction signaling and death receptor signaling pathway genes are differentially expressed in *Mfn1^-/-^* compared to WT mice oocytes.**

**(A, B)** qRT-PCR analysis of *Bad*, *G2e3*, *Cdh17* and *Myh2* in *Mfn1^-/-^* and WT oocytes. Data presented as mean ± SEM. **p* < 0.05, ***p* < 0.01 vs. WT using *t*-test. *Cdh17*: Cadherin 17.

**
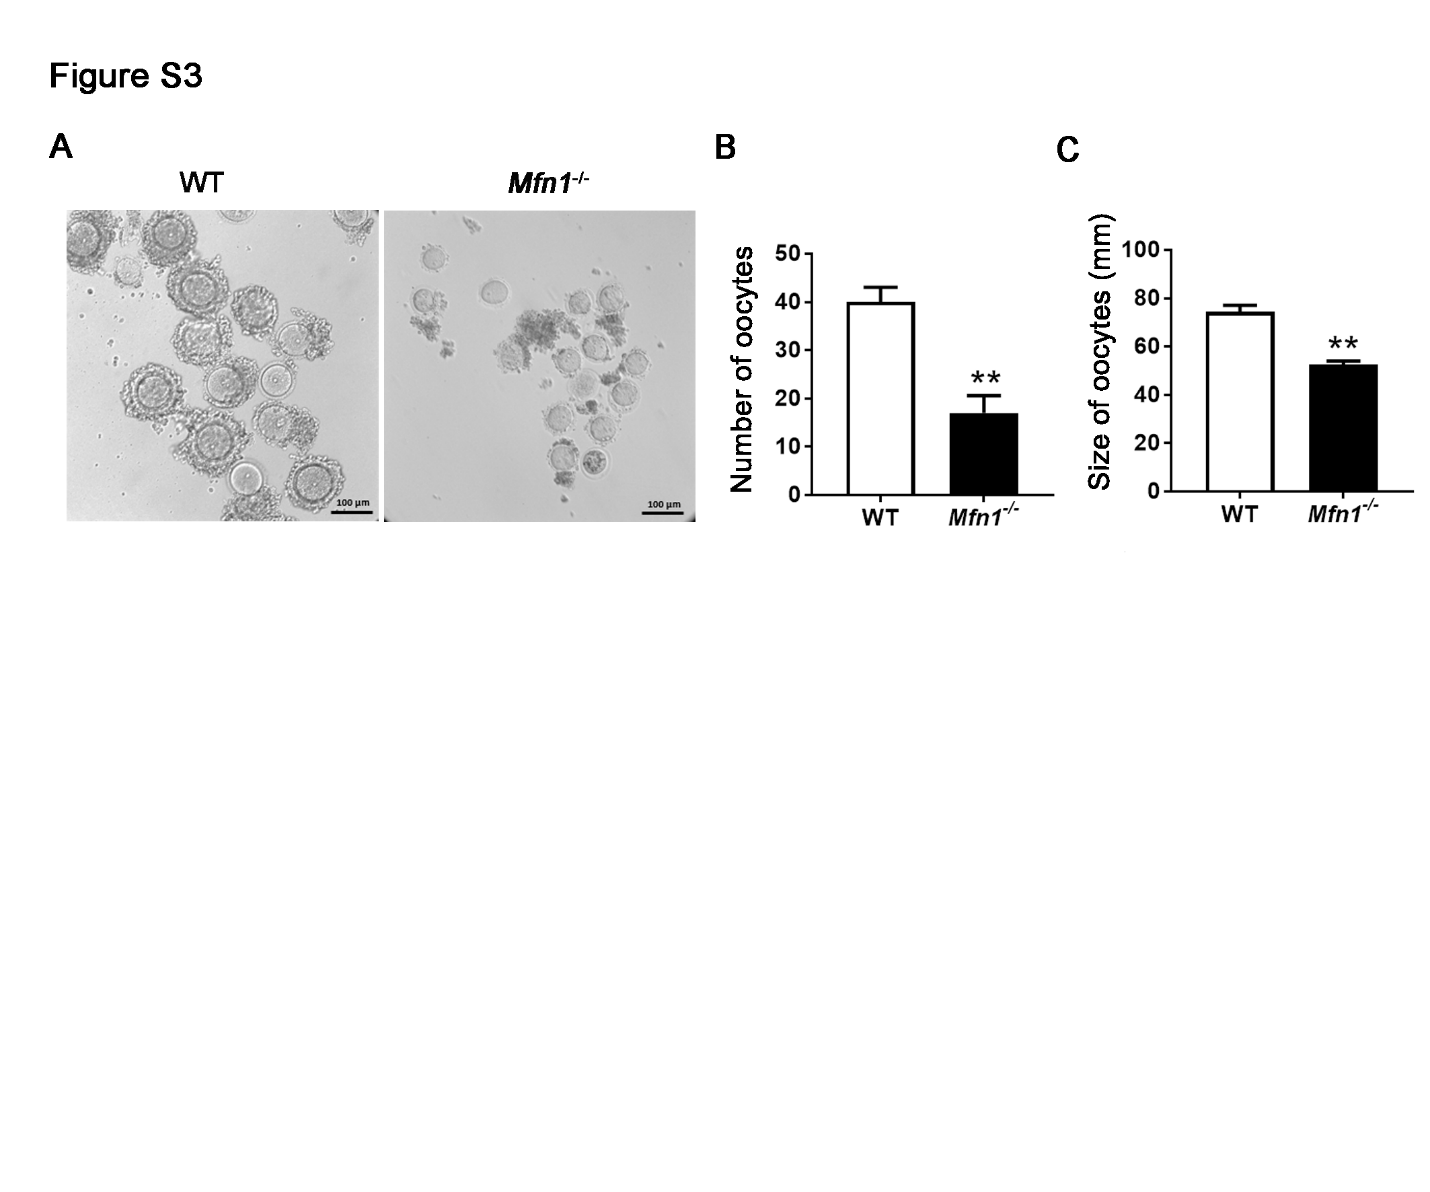
**

**Figure S3. Number and size of oocytes obtained after PMSG-stimulation is decreased in *Mfn1^-/-^* mice**

**(A)** Representative photographs of oocytes collected from PMSG-primed 8-week-old *Mfn1^-/-^* and WT mice. **(B, C)** Number and size of GV oocytes collected from *Mfn1^-/-^* and WT mice. Data presented as mean ± SEM. ***p* < 0.01 vs. WT from *t*-test.

**
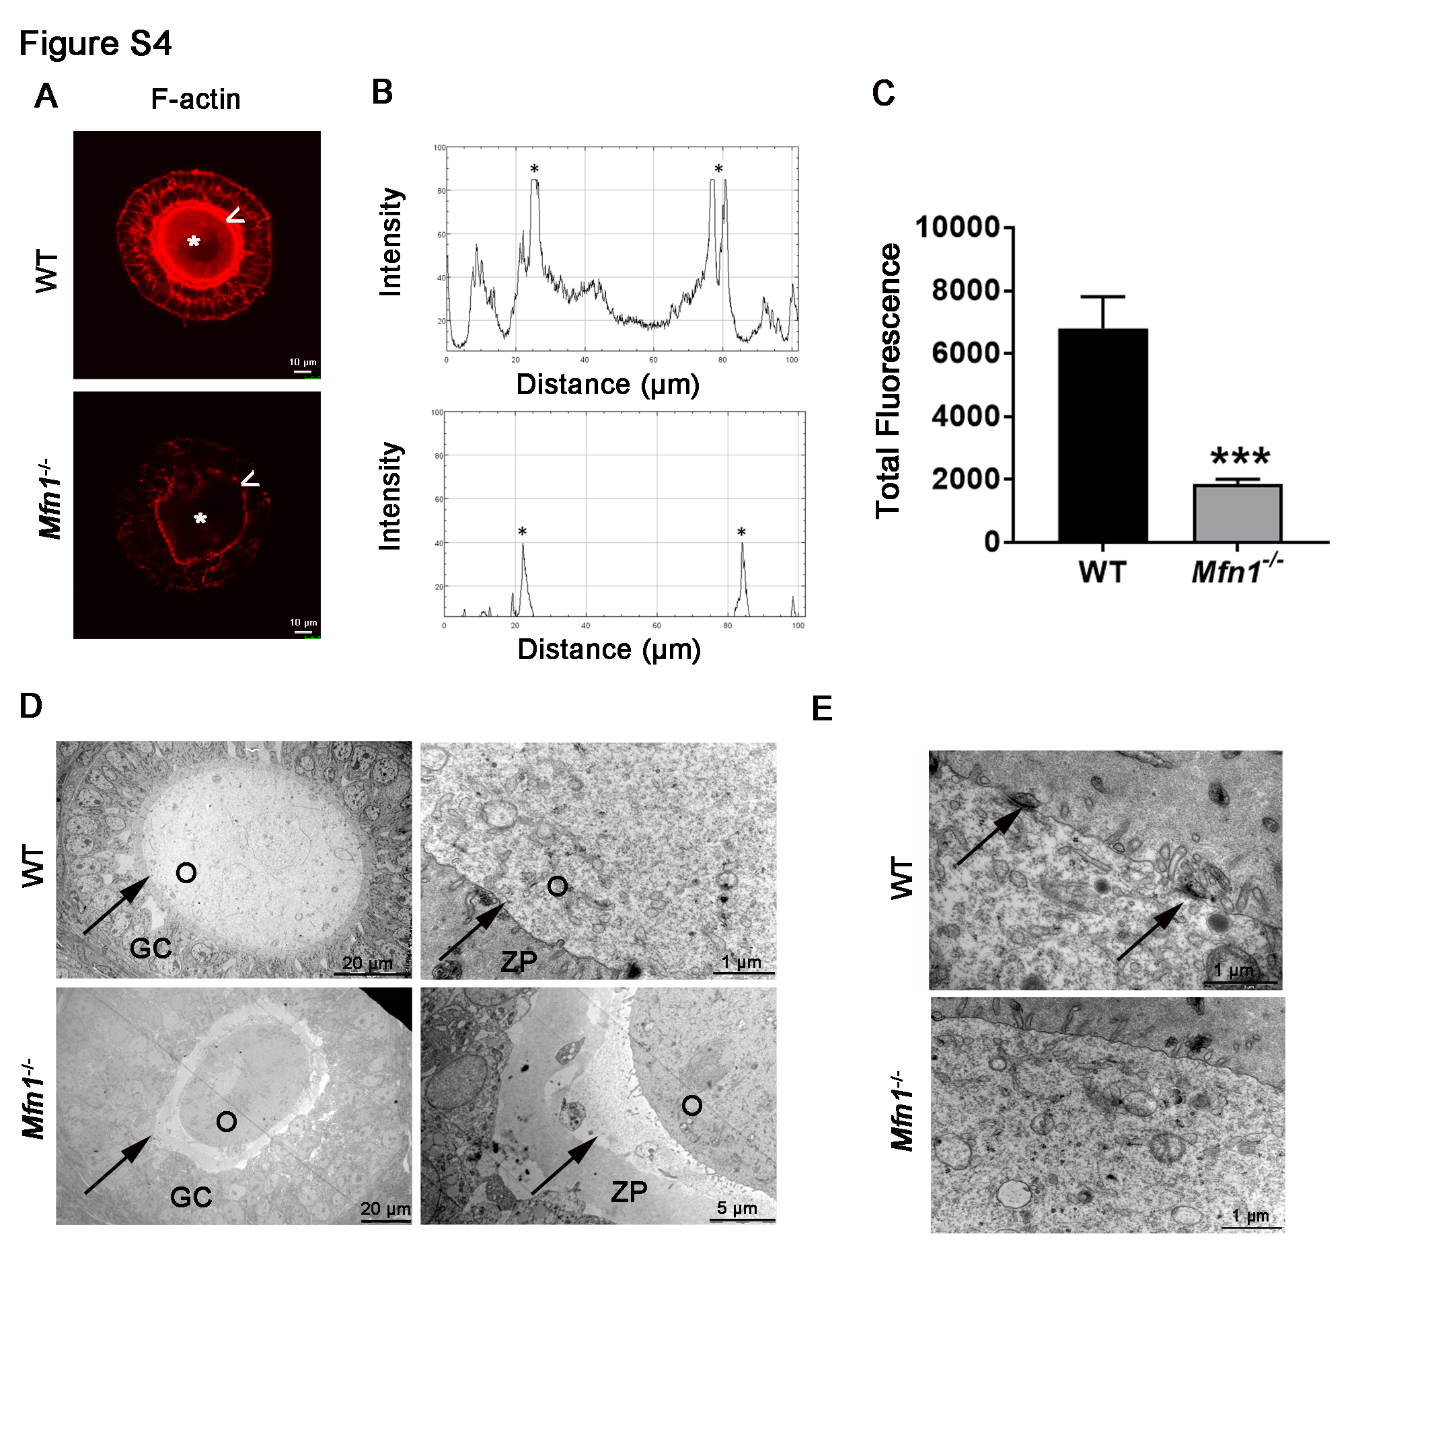
**

**Figure S4. TZP formation is impaired in *Mfn1^-/-^* secondary follicles**

**(A)** Secondary follicles were isolated from the ovaries of *Mfn1^-/-^* and WT mice, fixed, labeled with rhodamine-phalloidin, and examined by confocal microscopy. Asterisk designates oocyte; open arrow designates labeling of TZPs. **(B, C)** Line-scan profiles were used to measure the frequency and distribution of TZPs. The peaks in fluorescence corresponding to the zona pellucida are denoted by an asterisk. The total peak intensity for the zona pellucida and plasma membrane was calculated. Data shown as the mean ± SEM. **p* < 0.05 vs. WT from *t*-test. **(D, E)** Transmission electron microscopic photographs of *Mfn1^-/-^* and WT ovaries. **(D)** Zona pellucida (ZP) between oocyte (O) and granulosa cell (GC) in secondary follicles are indicated by black arrows. **(E)** Gap junctions are indicated by black arrows.

**
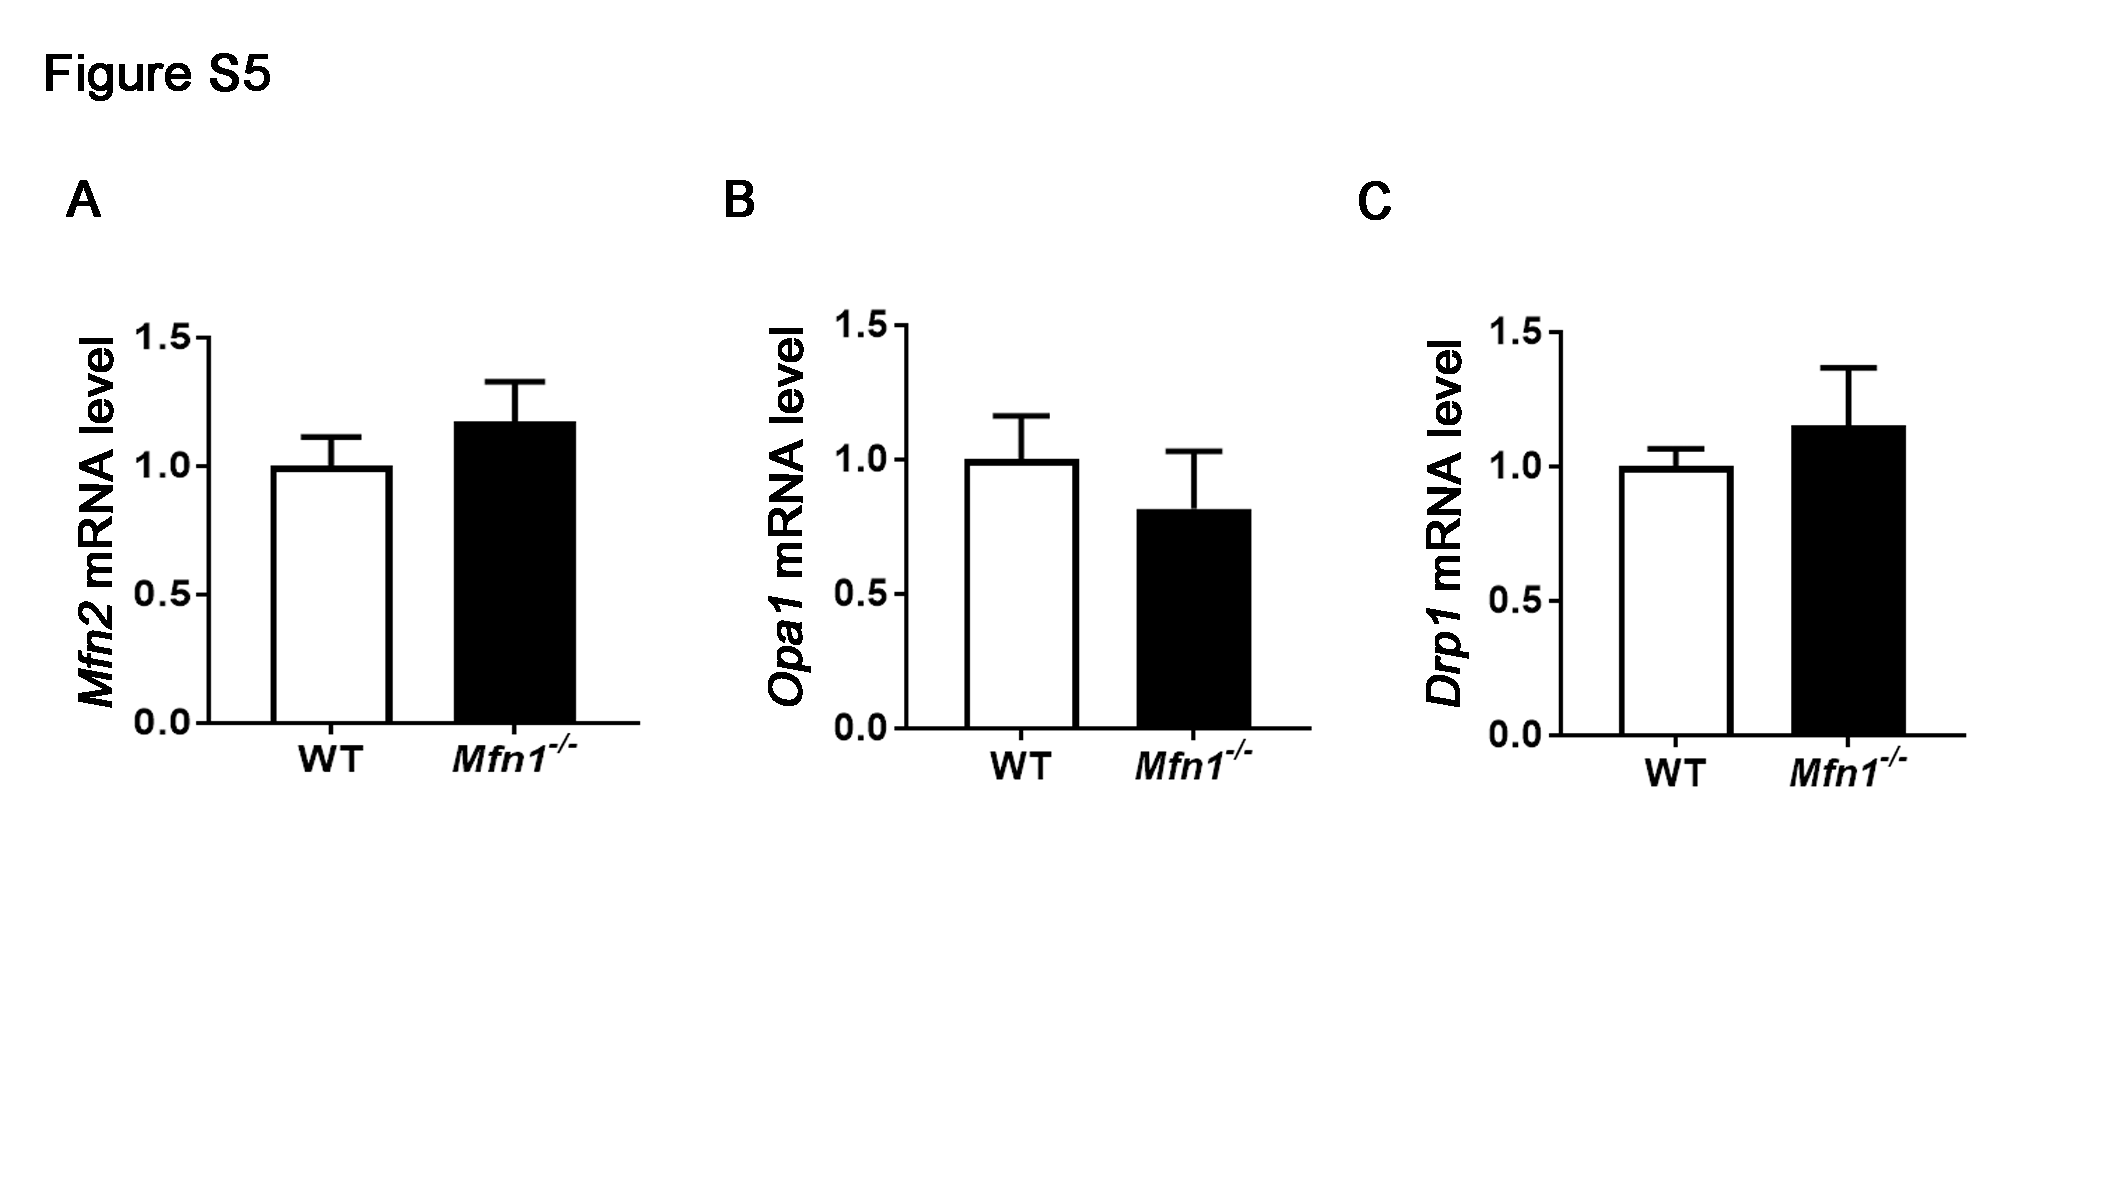
**

**Figure S5. Expression of the mitochondrial dynamics genes *Mfn2*, *Opa1* and *Drp1* are not altered in *Mfn1^-/-^* oocytes**

**(A-C)** *Mfn2, Opa1 and Drp1* mRNA expression was assessed by qRT-PCR in oocytes collected from *Mfn1^-/-^* and WT mice. Data presented as mean ± SEM.

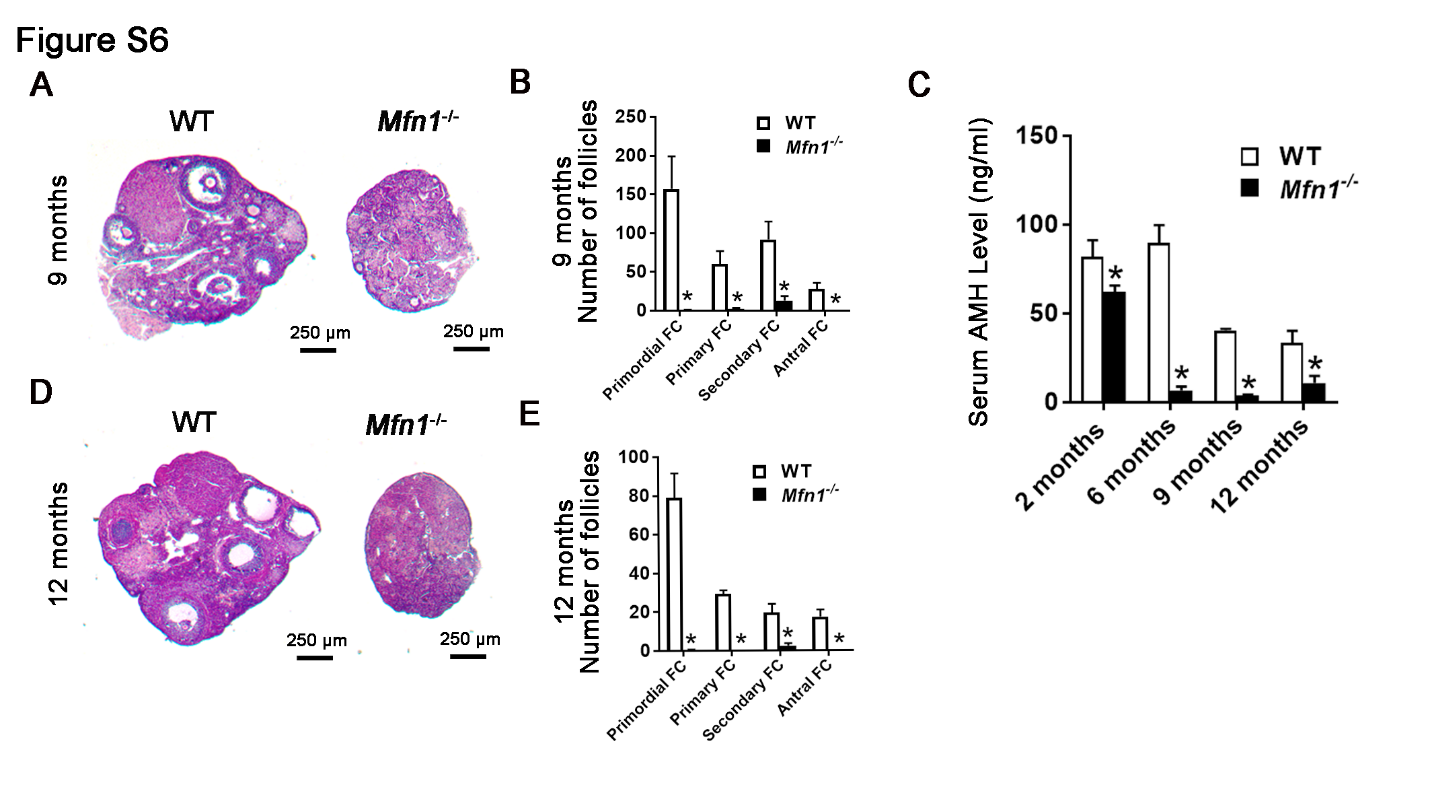

**Figure S6. Serum AMH level and follicular depletion in *Mfn1^-/-^* mice**

**(A, D)** Follicle development was assessed in ovaries of unstimulated 9- and 12-month-old *Mfn1^-/-^* and WT mice. **(B, E)** Bar charts showing follicle counts from 4 mice for each genotype and time point. **(C)** Serum AMH levels in 2-, 6-, 9-, 12-month-old *Mfn1^-/-^* and WT mice (n = 5 per genotype). Data presented as mean ± SEM. **p* < 0.05, vs. WT from *t*-test.

**
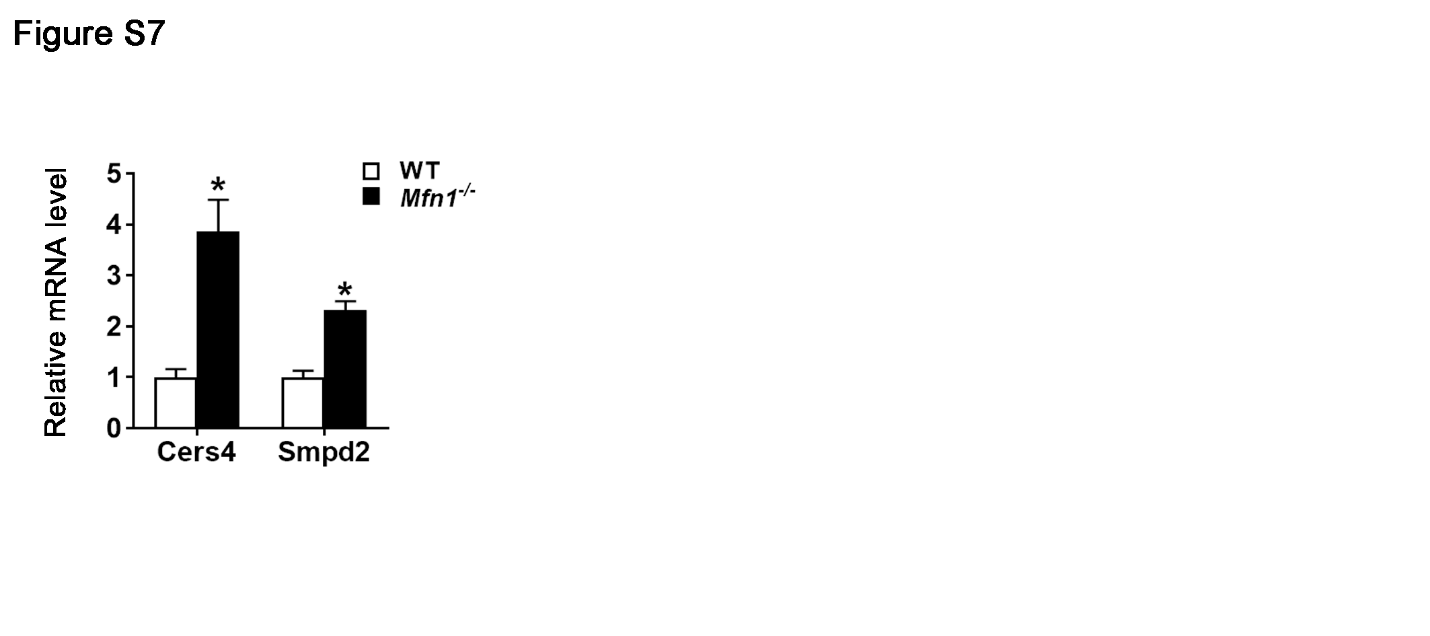
**

**Figure S7. *Cer4 and Smpd2* expressions are decreased in *Mfn1^-/-^* mice oocytes**

**(A)** *Cer4* and *Smpd2* mRNA expression was assessed using qRT-PCR in oocytes collected from *Mfn1^-/-^* and WT mice. Data presented as mean ± SEM. **p* < 0.05, vs. WT from *t*-test.

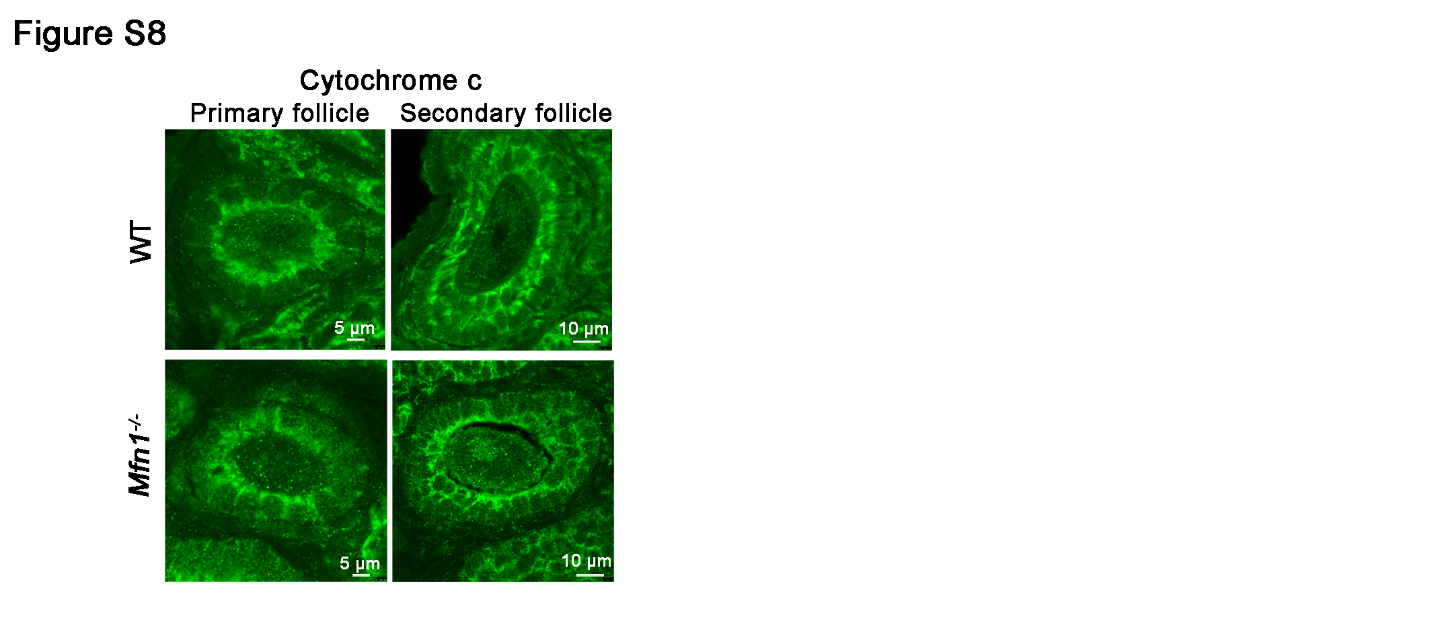

**Figure S8. Mitochondrial aggregation in secondary follicles.**

Cytochrome c immunofluorescence in primary and secondary follicles of *Mfn1^-/-^* and WT mice ovaries.

**Table S1. The list of primers used for quantitative RT-PCR**

| **Gene** | **TaqMan assay number or Primer sequences**  **(5' to 3'; F, forward; R, reverse)** |
| --- | --- |
| *β-actin* | Mm00607939_s1 |
| *β-actin* | F: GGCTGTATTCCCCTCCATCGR: CCAGTTGGTAACAATGCCATGT |
| *Atp5a1* | Mm00431960_m1 |
| *Bmp15* | Mm00437797_m1 |
| *activin-β* | F: AGATCCCGCACCTCGACG: TGGTTGCCTTCATTAGAGACG |
| *Connexin37* | F: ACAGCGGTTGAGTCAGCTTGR: GAGAGATGGGGAAGGACTTGT |
| *Connexin43* | F: TCCCACATCCGATACTGGGTG: CCCGCCGAGACAGGTAGAT |
| *Cox1* | Mm04225243_g1 |
| *Cox3* | F: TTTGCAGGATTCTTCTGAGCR: TGAGCTCATGTAATTGAAACACC |
| *Cre* | F: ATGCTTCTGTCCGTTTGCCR: CAACACCATTTTTTCTGACCC |
| *Drp1* | F: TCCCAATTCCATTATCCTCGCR: CATCAGTACCCGCATCCATG |
| *Dnaja3* | Mm00469723_m1 |
| *E-cadherin* | F: CAGTTCCGAGGTCTACACCTTG: TGAATCGGGAGTCTTCCGAAAA |
| *Follistatin* | F: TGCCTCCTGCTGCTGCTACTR: CACTCTTCCTTGCTCAGTTCTGTC |
| *Gdf9* | Mm00433565_m1 |
| *Hspd1* | Mm00849835_g1 |
| *Hspe1* | Mm00434083_m1 |
| *KIT-ligand* | F: AGTGGATGACCTCGTGTTATGCG: GGATCTAGTTTCTGGCCTCTTCG |
| *Mfn1 flox* | F: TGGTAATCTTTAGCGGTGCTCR: GGAGGACTTTATCCCACAGC |
| *Mfn1* | Mm00612599_m1 |
| *Mfn1* | F: ATGGCAGAAACGGTATCTCCAG: GCCCTCAGTAACAAACTCCAGT |
| *Mfn2* | Mm00500120_m1 |
| *N-cadherin* | F: AGGCTTCTGGTGAAATTGCATG: GTCCACCTTGAAATCTGCTGG |
| *Ndufv1* | Mm00504941_m1 |
| *Opa1* | Mm01349707_g1 |
| *Sdhb* | Mm00458272_m1 |
| *Uqcrc2* | Mm00445961_m1 |

Abbreviations: *Atp5a1*: ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit 1; *Bmp15*: bone morphogenetic protein 15; *Cox1*: cytochrome c oxidase subunit I; *Cox3*: cytochrome c oxidase subunit III; *Drp1:* Dynamin related protein 1;*Gapdh*, glyceraldehyde-3-phosphate dehydrogenase; *Gdf9*: growth differentiation factor 9; *Mfn1*: mitofusin 1; *Mfn2*: mitofusin 1; *Ndufv1*: NADH dehydrogenase (ubiquinone) flavoprotein 1; *Opa1*: mitochondrial dynamin like GTPase; *Sdhb*: succinate dehydrogenase complex iron sulfur subunit B; *Uqcrc2*: ubiquinol cytochrome c reductase core protein 2.

**Table S2. Significantly differentially expressed genes between WT *and Mfn1^-/-^* oocytes.**

**Up-regulated genes in MFN1^-/-^ oocytes compared to WT.**

**Down-regulated expressed genes between in MFN1^-/-^ oocytes compared to WT.**

How the deposited data were processed for this re-analysis (not part of the article)

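RNA was sequenced from secondary follicle-enclosed oocytes of 8-week-old mice, with 5 oocytes pooled per library, 4 WT and 3 *Mfn1*-/- libraries. The groups were taken from the sample labels and the paper.

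The authors trimmed reads with Cutadapt, filtered them with the FASTX-Toolkit, aligned them with STAR to GRCm38/mm10 and counted them on a gene annotation whose version the paper's text does not name. The signal in the authors' deposited table is a mean of normalized counts per genotype and a sum over all libraries, with a lowest mean of 0.01. The deposited p-value is the authors' own test of *Mfn1*-/- against WT for each gene, and the deposited FDR is its step-up adjustment. The methods name DESeq2 as the authors' tool, with an FDR under 0.05, a fold change over 2 and a minimum number of reads. The deposited ratio is the *Mfn1*-/- mean over the WT mean, as made by the authors. The deposited signed fold change is a score by the authors that equals the ratio, or minus its inverse for a ratio under 1. How the counts were normalized is not named in the paper's text.

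The tests planned before the data were examined (limma on library values with a pseudocount of 0.1, set tests, and a permutation test of the separation of libraries) need values of single libraries. Only 1 value per genotype and gene was used here, so these tests could not be fitted, no standard error, replicate spread or depth per library can be given, and the p-values are the authors'. The planned pseudocount of 0.1, FDR threshold of 0.05 and fold change threshold of 2 were kept. There were 0 columns of per-sample values left unused.

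From the table, the sum over libraries, the ratio and the FDR were checked against the other columns. The log2 fold change was computed as the log2 ratio of the genotype means after adding the pseudocount. Genes were called with the recomputed FDR. For a gene set, the mean and the median log2 fold change were computed, and the median was compared with 10000 random lists of the same size drawn from genes outside the set in the same of 20 bins of mean expression. Lists of ceramide synthesis, ATF4 target, granulosa cell and oocyte marker genes were written before the deposited values were examined, but with the paper and its Table S2 at hand. The paper names ceramide biosynthesis, and the place of *Fgf21* in Table S2 was a reason for the ATF4 list. Tests of these lists are therefore not independent of the paper's results from the same libraries. The set of nuclear copies of mitochondrial sequence and the set of respiratory chain genes were defined after the values were seen. Over-representation was tested with a one-sided Fisher's exact test against all other genes of the table.

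The genes named are *Mfn1*, the genes the paper names in its RNA-seq text and figures or measures by qRT-PCR in oocytes, the members of the fixed lists, and the 5 largest rises and 5 largest falls among called genes. The rule also asked that every library of one genotype lie on the same side of every library of the other, which could not be checked from genotype means. *Actb* and the nuclear copies were named after their values were seen.

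Gene types, positions on GRCm38, transcript length and GC content were taken from GENCODE M21. Of the 22876 different gene names, 21892 were found once, 42 more than once and 942 were not found, and 24 names are calendar dates. Transcripts were compared with blastn 2.17.0. A nuclear copy of mitochondrial sequence was defined as a gene outside the mitochondrial genome with at least 80% of its transcript covered by matches to mitochondrial transcripts. Genes encoded by the mitochondrial genome were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

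The code was tested on simulated data with the means of the 22877 genes, 3 and 4 libraries and 200 genes changed 4-fold. The changed genes all had a mean of at least 1, the spread was the same for every gene, and no pseudocount was added. With p-values from the known spread, 200 of the 200 changed genes and 7 unchanged genes were called. This recovery does not bear on changed genes with low means or on the choice of pseudocount. With p-values from a t-test for each gene, which was the form of the simulation tried first, 8 of the 200 changed genes and 0 unchanged genes were called. That t-test is not part of the work on the real table, where p-values are taken as given, and the counts differ through the simulated p-values alone. Of 100 random lists of 15 genes, 5 lay outside the central 95% of matched lists.

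The alternatives set before the data were examined and run here were pseudocounts of 0.01 and 1, minimum means of 0.1 and 1, an unadjusted p-value threshold, no fold-change threshold and an FDR threshold of 0.1. Alternatives chosen after seeing the data were the authors' ratio with no pseudocount, subtraction of the median log2 fold change of expressed genes, adjustment for GC content in 20 bins, and protein-coding genes only. The pathway analysis and the clustering of libraries were not repeated.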

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

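The tests in this part were chosen after the values they bear on were seen, except those of GC content, of low means, of pseudogene direction and of near-identical copies of *Actb*.

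A group of 16 nuclear genes with a transcript covered to at least 80% by mitochondrial sequence, at 88.5% to 100% identity, lies outside what the paper discusses, and 1 of them is listed in Table S2. All 16 had a lower mean in *Mfn1*-/- oocytes, with a median log2 fold change of -2.55 and a range from -3.42 to -2.08. In the authors' deposited table, the ratios of the 16 run from 0.0929 to 0.229, and 13 of them pass both thresholds, with ratios up to 0.193. Of the 16, 7 lie together on chromosome 1 between 24611535 and 24616197. Together they made up 1.76% of the summed WT means and 0.239% of the summed *Mfn1*-/- means, a pooled ratio of 0.149. The 1329 other pseudogenes with a mean of at least 0.556, the lowest mean of the copies, had a median log2 fold change of 0.27. Most of the copies lie well above that mean. Reads shared with mitochondrial transcripts would leave other pseudogenes without a fall, but so would any cause particular to the copies. This comparison therefore does not decide between them. The normalization alone would have moved expressed genes alike, and their median was 0.16. The 608 other genes in the GC range of the copies had a median of -0.052, so GC content accounts for little of the fall. Granulosa marker genes lay at percentile 25.0 of matched lists, and at percentile 1.70 among the 4 with a mean of at least 0.1. Their means summed to a ratio of 1.38, or 0.727 without *Inha*, the most abundant of them. These are few genes with low means, and they do not bound the mitochondrial RNA that such cells would bring, so the fall cannot be told apart from a loss of RNA from granulosa cells. Nuclear genes of the respiratory chain did not fall, with a mean log2 fold change of 0.32. A candidate explanation is that fewer mitochondrial transcripts were present in the *Mfn1*-/- oocytes, while a difference in how mitochondrial reads were captured, or in RNA from granulosa cells, cannot be separated from it. The paper reports a lower mtDNA copy number and, by qRT-PCR, lower *Cox1* mRNA in *Mfn1*-/- oocytes. Both bear on this candidate, but they come from other assays on other oocytes and do not decide it.

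In the authors' deposited table, 362 genes pass both thresholds and are not in Table S2, 150 higher and 212 lower. They comprise 127 pseudogenes, 95 lincRNAs, 51 antisense genes, 50 genes of other types and 39 names without a single match in GENCODE M21. Gene type sets them apart, since 0 of the 362 are protein-coding in GENCODE M21, against 968 of the 982 genes in Table S2. The paper's methods name no filter on gene type. Low means do not set the 362 apart, since their median mean was 1.39 times that of the Table S2 genes. Of 116 called pseudogenes other than the copies of mitochondrial sequence, 104 had a protein-coding match, and 85.6% of these had the direction of the gene they resemble most, against 56.2% with the matches shuffled (0 of 10000 shuffles had as many). The matching gene was itself called in 22 of the 104 cases. The shared direction is consistent with shared reads, while the small number of called matches leaves this open for most of these pseudogenes. Genes with 1 genotype at the lowest mean were called in 6.51% of cases, against 2.40% of genes of similar mean. At a given mean such a gene has the largest possible ratio, so this difference follows in part from the comparison itself and does not tell whether the lowest mean matters. These genes made up 17.1% of the 362 and 6.01% of the Table S2 genes. Shared reads may apply to a part of the 362, and no biological explanation was tested.

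*Actb*, the reference gene of the paper's qRT-PCR, is listed as higher in the paper's Table S2, but its change is not discussed in the paper's text on RNA-seq. Its means were 28.4 in *Mfn1*-/- and 13.7 in WT oocytes with an FDR of 0.00339 in the authors' deposited table, and its log2 fold change was 1.05. After the overall shift was removed it was 0.89, under a 2-fold change, while *Actb* lay above 97.2% of the 1201 genes within 2-fold of its mean, so a shift shared by all genes accounts for little of the rise. It was 0.81 after adjustment for GC content and 1.00 with a pseudocount of 1, and *Actb* was not called in any of these 3 settings. Genes with a GC content close to that of *Actb* had a median of 0.21. The number of other genes with a stretch of at least 75 bases at 95% identity was 0. The median of the granulosa marker genes lay at percentile 25.0 of matched lists, with 5 genes higher and 9 lower. Their summed means had a ratio of 1.38, but 0.727 without *Inha*, whose FDR was 0.323 in the authors' deposited table. These few genes with low means do not show a gain of granulosa cell RNA, and they do not exclude it. The rise therefore cannot be told apart from RNA of granulosa cells. Such a gain and the loss left open for the mitochondrial copies could not both hold. Whether the *Actb* level was higher in the *Mfn1*-/- oocytes themselves is left open.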

How the results depend on the processing

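No paired analysis was possible because the table holds 1 mean per genotype and no values that carry a replicate number. For the same reason leaving out each replicate, quantile normalization, variance without moderation, DESeq2 (the authors' tool), the rotation test of gene sets and any measure of the separation of libraries were not run. All 4 WT libraries, and genes without a filter, are what the table already holds. Other splits of the libraries could not be drawn.

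The number of differentially expressed genes, 818 with 497 higher and 321 lower, moved with the treatment of low values and with the thresholds. It was 1262 (747 higher, 515 lower) with a pseudocount of 0.01, 244 (152 higher, 92 lower) with a pseudocount of 1 and 438 (265 higher, 173 lower) among genes with a mean of at least 1. It was 1315 (840 higher) with an unadjusted p-value under 0.05, and 2376 (1507 higher, 869 lower) with no fold-change threshold. With no pseudocount, chosen after seeing the data, it was 1345 (796 higher, 549 lower), 1 more than in the authors' deposited table, whose FDR is rounded. Among protein-coding genes only, also chosen after seeing the data, it was 596 (423 higher, 173 lower), with 71.0% higher. With the median of expressed genes subtracted, 46.6% of 816 calls were higher, against 60.8% of the 818, and after adjustment for GC content 49.1% of 741 calls were higher. Subtracting a positive median lowers the share of higher calls whatever its origin, so these shares do not show why more genes were higher. Of the 818 genes, 701 and 652 were among the calls of these last settings.

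Of the Table S2 genes, 577 were called. The number was 914 with a pseudocount of 0.01, 155 with a pseudocount of 1, 252 among genes with a mean of at least 1 and 982 with no pseudocount. The *Mfn1* log2 fold change stayed negative and was -0.61 with a pseudocount of 1, under a 2-fold change.

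The means of the death receptor signaling genes, the adherens junction genes and the nuclear copies of mitochondrial sequence kept their sign, and their medians their place outside the matched lists, under each alternative that could be run. For the death receptor and adherens junction genes this says little about stability, since they were chosen for their change, and neither a pseudocount nor a filter on means can change the direction of a single gene. After GC adjustment 15 of the 16 death receptor genes were higher and *Rarg* was lower. The mean of the ceramide synthesis genes was 0.025. It was 0.38 for the 6 genes with a mean of at least 1, whose median lay at percentile 76.3 of matched lists, and -0.0081 for the 12 with a mean of at least 0.1. It was -0.13 with the median subtracted, which follows from the size of the subtracted value and leaves the percentile of 13.1 as it was, and -0.10 after GC adjustment. The granulosa marker mean, -0.026, was 0.019 with a pseudocount of 1, 0.014 with no pseudocount and -0.26 for the 4 genes with a mean of at least 0.1. The ATF4 target genes had a mean of 0.90, and their median lay at percentile 96.7 of matched lists. With a pseudocount of 0.01 the mean was 1.17 and the median at percentile 100, with a pseudocount of 1 they were 0.48 and 99.8, at minimum means of 0.1 and 1 they were 1.02 and 100, and 1.51 and 99.6, with no pseudocount 1.25 and 100, and after GC adjustment 0.67 and 99.9. The respiratory chain genes had a mean of 0.32 and a median at percentile 98.1. The mean stayed at 0.32 at both minimum means while the percentile of the median was 97.4 and 96.7, and after GC adjustment the mean was 0.13 with the median at the edge of the central 95% of matched lists. The cause of these changes was not tested.

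Among 73 single genes, 18 lost their call with a pseudocount of 1 and 14 gained one with a pseudocount of 0.01. With no pseudocount 17 gained one. With the median subtracted 4 lost their call, and *Sptlc1* (-0.0051), *Smpd3* (-0.019) and *Opa1* (-0.16) changed sign. After GC adjustment 4 lost their call, and *Rarg* (-0.023), *Smpd3* (-0.12), *Gdf9* (-0.074), *Sdhb* (-0.044) and *Opa1* (-0.047) changed sign. The log2 fold change of *Opa1* was 0 with a pseudocount of 0.1 and -0.0014 with none.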

Differences from the paper's values

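The 818 genes called here differ from the paper's 982 by less than 1.5 times, as do the 497 higher and 321 lower genes from the paper's 654 and 328. These counts cover unlike sets of genes. Of the Table S2 genes 968 are protein-coding, while 241 of the 818 lie outside Table S2, 148 of them lower. Among protein-coding genes only, chosen after seeing the data, 596 were called, 423 higher and 173 lower. The closeness of the counts therefore does not mean that the same genes were called. All 982 genes of Table S2 were called in each of a pair of settings, one with no fold-change threshold and one with no pseudocount, the latter chosen after seeing the data. Table S2 lists 645 higher and 337 lower genes where the paper's text gives 654 and 328. The paper's methods describe 3 libraries of each genotype, while the sums in the authors' deposited table hold 3 *Mfn1*-/- and 4 WT libraries.

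The other values compared are ratios of *Mfn1*-/- to WT mRNA, from the paper's qRT-PCR, which is another assay on other oocytes, and from the RNA-seq means with a pseudocount of 0.1. For *Mfn1* the paper's ratio is about 0.02 in Fig. S1A, read by eye, and the RNA-seq ratio was 0.220. The paper's ratios in Fig. 1K, read by eye, are about 0.34 for *Gdf9* and about 0.26 for *Bmp15*, against 1.16 and 0.873. In Fig. 2C they are about 0.43 for *Sdhb*, about 0.86 for *Uqcrc2* and about 0.48 for *Atp5a1*, against 1.18, 1.45 and 1.44. In Fig. 2F they are about 0.69 for *Hspd1*, about 0.26 for *Hspe1* and about 0.27 for *Dnaja3*, against 1.18, 1.24 and 1.16. In Fig. S2 the ratio of *Bad* is about 3.6, against 1.85. In Fig. 4I that of *Cdh1* is about 0.12, against 0.748, and in Fig. 4J that of *Gja4* is about 0.46, against 0.813. In Fig. 5D that of *Cycs* is about 2.5, against 0.751. In Fig. S7 that of *Cers4* is about 3.9, against 1.66. Of these, the gap closed only for *Cers4*, with a ratio of 3.27 at a pseudocount of 0.01. For the others none of the alternatives set before the data were examined closed the gap. Of the 23 qRT-PCR ratios compared, these are 14. With a pseudocount of 0.1 the other 9 were within 1.5 times of the RNA-seq ratios. They are those of *Ndufv1*, *G2e3*, *Cdh17*, *Myh2*, *Casp6*, *Mfn2*, *Opa1*, *Dnm1l* and *Smpd2*. Of these 9, *Cdh17* differed with a pseudocount of 0.01 (about 0.66 in the paper, against 0.312). With a pseudocount of 1, *G2e3* (about 3.0, against 1.47) and *Casp6* (about 4.1, against 1.92) differed.

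The paper states that ceramide biosynthesis was increased. In the authors' deposited table *Sptlc2*, *Sptlc3* and *Sptssb* were lower, with ratios of 0.372, 0.423 and 0.161, and *Cers4*, *Smpd2*, *Sptssa* and *Cers2* were higher, with ratios of 4.1, 2.21, 1.75 and 1.56, each of the 7 with an FDR under 0.05. The title of Fig. S7 speaks of decreased expression of *Cers4* and *Smpd2*, which were higher in its plot and here.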

Other observations

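The tests in this part were chosen after the values they bear on were seen, except those of gene length, of GC content and of scaling for the excess of higher calls, and that of the qRT-PCR reference gene.

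The log2 fold change followed the GC content of transcripts. Across the 6046 genes with a mean of at least 1 and a known transcript, Spearman's rho was 0.29 (across genes, which are not independent replicates), and the median log2 fold change rose from -0.11 in the lowest of 20 GC bins to 0.38 in the highest. With genes divided into 3 groups of GC content, 37.6% of the calls were higher in the lowest group, 59.3% in the middle and 81.4% in the highest. A difference between the libraries in how GC-rich cDNA was amplified may therefore contribute to the excess of higher calls. Removing the overall shift lowered the share of higher calls to 46.6%, but subtracting a positive median lowers it whatever its origin, so this does not tell whether the scaling of the libraries contributes. Across 3 groups of transcript length, from short to long, 60.2%, 69.4% and 51.1% of the calls were higher, and Spearman's rho of length with the log2 fold change was -0.17. Higher calls stayed in excess in each group, though barely among the longest transcripts, so length may account for a part of the excess. Whether GC-rich genes rise in the oocytes themselves could not be separated from these explanations.

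The ATF4 target genes, which rise in the integrated stress response, had a mean log2 fold change of 0.90 over 25 genes, with 19 higher and 6 lower. Their median lay at percentile 96.7 of matched lists, and above 99% of them under several alternatives, so this does not settle whether a stress response may be present. The list was chosen in view of *Fgf21* in Table S2, so these percentiles are not an independent test. *Fgf21*, *Herpud1* and *Asns* were called, with log2 fold changes of 6.46, 4.60 and 1.73. *Slc7a11* was lower, with a ratio of 0.397 and an FDR of 0.0217 in the authors' deposited table. *Atf4* itself had a ratio of 1.22 and an FDR of 0.489 in the authors' deposited table. Of the 25 genes, 5 had an FDR under 0.05 over all genes and 11 over the list alone.

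Within ceramide synthesis, the serine palmitoyltransferase subunits *Sptlc2*, *Sptlc3* and *Sptssb* were lower, while the subunit *Sptssa* and *Cers4*, *Cers2* and *Smpd2* were higher, so the subunits do not share a direction. As many as 3 called genes occurred in 3.62% of 10000 lists matched on mean expression, which had 0.757 called genes on average. The genes were grouped after seeing the values, and no direction for the pathway as a whole follows from them.

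The granulosa marker genes bear on whether RNA from granulosa cells could underlie the lower adherens junction genes. Of 14 with a row in the table, 5 were higher and 9 lower, 0 had an FDR under 0.05 and 3 had an unadjusted p-value under 0.05. Their median lay at percentile 25.0 of matched lists, and at percentile 1.70 for the 4 with a mean of at least 0.1, so this explanation remains open.

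The oocyte marker genes had a mean log2 fold change of 0.40, with a median at percentile 52.1 of matched lists. *Sohlh1* was called, with a log2 fold change of 4.20, and *Figla* and *Ddx4* had FDRs of 0.0074 and 0.0217 in the authors' deposited table with less than a 2-fold change. The paper reports few multilayered secondary follicles in *Mfn1*-/- ovaries, and does not state that follicle subtypes were matched for sequencing. A difference in follicle stage therefore cannot be separated from genotype, for these genes or for the other differences given here.

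For 22 genes the paper's qRT-PCR ratio could be compared with the RNA-seq ratio, and 14 had the higher ratio by RNA-seq, with a median log2 difference of 0.24. Because the qRT-PCR was normalized to *Actb*, the RNA-seq ratios were divided by that of *Actb*. The median absolute log2 gap grew from 0.80 to 1.03 and the median log2 difference went from 0.24 to -0.81, while the number of genes with the same direction in both assays went from 12 to 16. Over the 22 genes together the reference gene does not account for the gap. For the 13 genes lower by qRT-PCR the median absolute log2 gap shrank from 1.46 to 0.72. For the 9 genes higher by qRT-PCR it grew from 0.26 to 1.31. Dividing by *Actb* lowers every RNA-seq ratio alike, so this split does not decide whether the reference gene contributes for the 13 genes.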
